# EIF4A3-mediated circ_0042881 activates the RAS pathway via miR-217/SOS1 axis to facilitate breast cancer progression

**DOI:** 10.1038/s41419-023-06085-4

**Published:** 2023-08-25

**Authors:** Chenxi Ju, Mingxia Zhou, Dan Du, Chang Wang, Jieqiong Yao, Hongle Li, Yang Luo, Fucheng He, Jing He

**Keywords:** Breast cancer, Tumour biomarkers

## Abstract

Breast cancer (BC) is one of the most frequent cancer-related deaths in women worldwide. Studies have shown the potential impact of circRNAs in multiple human tumorigeneses. Research on the vital signaling pathways and therapeutic targets of circRNAs is indispensable. Here, we aimed to investigate the clinical implications and underlying mechanisms of circ_0042881 in BC. RT-qPCR validated circ_0042881 was notably elevated in BC tissues and plasma, and closely associated with BC clinicopathological features. Functionally, circ_0042881 significantly accelerated the proliferation, migration, and invasion of BC cells in vitro and tumor growth and metastasis in vivo. Mechanistically, circ_0042881 promoted BC progression by sponging miR-217 to relieve its inhibition effect in son of sevenless 1 (SOS1), which further activated RAS protein and initiated downstream signaling cascades, including MEK/ERK pathway and PI3K/AKT pathway. We also demonstrated that treatment of BAY-293, an inhibitor of SOS1 and RAS interaction, attenuated BC progression induced by circ_0042881 overexpression. Furthermore, Eukaryotic initiation factor 4A-III (EIF4A3) could facilitate circ_0042881 circularization. Altogether, we proposed a novel signaling network in which circ_0042881, induced by EIF4A3, influences the process of BC tumorigenesis and metastasis by miR-217/SOS1 axis.

## Introduction

Breast cancer (BC), the most common type of cancer in women globally, has emerged as the main threat to women’s health. BC ranks first in the incidence rate and fifth in cancer mortality, accounting for 11.7% of all cancer cases worldwide and 6.9% of all cancer deaths, respectively [1]. It is estimated that there would be 287,850 new female BC cases and 51,400 deaths in 2022 in the United States [2]. The five-year survival rate for BC has considerably improved owing to the advances in early diagnosis, chemotherapy, endocrine therapy, and molecular targeted therapy in the last few decades. However, BC continues to lead the pack in the vast majority of nations for mortality [3]. Additionally, the frequency of BC recurrence keeps increasing [2]. Therefore, it is urgent to explore more specific and effective diagnostic biomarkers and therapeutic targets for the treatment of BC.

Circular RNAs (circRNAs) have recently been mentioned in numerous research studies owing to their distinct impact on the development of cancers, including BC. Compared with linear mRNAs, circRNAs possess peculiar covalently closed loop structures without 5’ caps and 3’ tails, which hold responsibility for those intracellular stability [4]. CircRNAs are known to be evolutionarily conserved in different species [5] and exhibit cell-specific or tissue-specific [6]. With these factors in mind, circRNAs may play roles as a novel type of tumor biomarkers. The molecular function of circRNAs has been identified in both the transcriptional and post-transcriptional regulation of cell proliferation, apoptosis and tumor metastasis through serving as microRNA (miRNA) sponge [7], regulating parental transcription and translation [8], interacting with proteins [9] and existing as protein translation templates [10]. Their expression patterns in various tumor tissues reflect tumor size, lymphatic metastasis, TNM stage, and prognosis. Based on the above functions, emerging circRNAs have been demonstrated to play a pivotal role in multiple human diseases, especially cancers.

Circ_0042881, also known as circNF1, is generated by head-to-tail splicing of exons 2 to 8 of the neurofibromin 1 (NF1) transcript. According to the previous reports, circ_0042881 functioned as a sponge for miR-340 and enhanced the proliferation of glioblastoma cells [11]. In gastric carcinoma, circ_0042881 induced the malignant development of tumor cells through serving as miR-16 sponge to depress its target genes, the microtubule-associated protein 7 (MAP7) and AKT serine/threonine kinase 3 (AKT3) [12]. The expression and function of circ_0042881, however, have not been illustrated, and their specific mechanism has yet to be characterized in BC.

Most commonly understood as post-transcriptional regulators, miRNAs attach to the 3’ untranslated region (UTR) of their target mRNAs to govern mRNA degradation or translation suppression [13]. According to growing data, the majority of circRNAs have a role in the development of BC by acting as miRNA sponges. CircRNF10, for instance, may prevent the progression of BC by sponging miR-934 and controlling the PTEN/PI3K/AKT axis [14]. Similarly, circ-TRIO could sponge miR-432-5p to regulate the expression of Coiled-Coil Domain Containing 58 (CCDC58) and participate in triple negative BC tumorigenesis [15].

To discover novel diagnostic biomarkers and elucidate the molecular mechanism of BC progression, we uncovered a recently identified circRNA, termed as circ_0042881, which has not been previously investigated in BC. Circ_0042881 was elevated in BC tissues and cell lines, and boosted the proliferation, migration, and invasion of BC cells, as evidenced by in vitro and in vivo functional experiments. Furthermore, we illustrated the underlying mechanism of son of sevenless 1 (SOS1) regulation at the post-transcriptional stage in BC by circ_0042881 functioning as a competitive endogenous RNA (ceRNA). Importantly, NF1 pre-mRNA contained Eukaryotic initiation factor 4A-III (EIF4A3) binding sites, which could promote the biogenesis of circ_0042881. Taken together, our study broadens the knowledge of the pathophysiology of BC and may serve as a prognostic biomarker or as a potential therapeutic target for BC patients.

## Result

### The expression and characterization of circ_0042881 in breast cancer

In order to determine the potential role of newly identified circ_0042881 in BC, RT-qPCR assay was adopted on 56 pairs of BC tissues and adjacent non-tumor tissues, which demonstrated that the expression level of circ_0042881 was robustly higher in BC tissues (Fig. 1A). Patients were grouped according to the median expression value of circ_0042881. Association between clinicopathological features and circ_0042881 expression was analyzed and shown in Table S1. Patients with high circ_0042881 profiles possessed more advanced TNM stages and greater tumor sizes. Due to the distinctive circular structure, circRNAs were discovered to be persistently expressed in plasma, and their long half‐life makes them appropriate biomarkers. To evaluate the diagnostic value of circ_0042881, we examined their level in plasma. The results revealed a substantial elevation of circ_0042881 in BC patients’ plasma than healthy controls (Fig. 1B). Following the construction of the receiver operating characteristic (ROC) curve, the area under the ROC curve (AUC) was calculated to be 0.802, indicating that circ 0042881 may have prospect as non-invasive biomarkers for detection of BC (Fig. S1A). Moreover, the overexpression of circ_0042881 was further validated in BC cell lines (Fig. 1C). Compared with normal mammary epithelial cell line MCF-10A, circ_0042881 presented relatively elevated level in multiple BC cell lines, particularly in MCF-7 and MDA-MB-231 cells. We decided to employ those two cell lines in subsequent research.

**Fig. 1:**
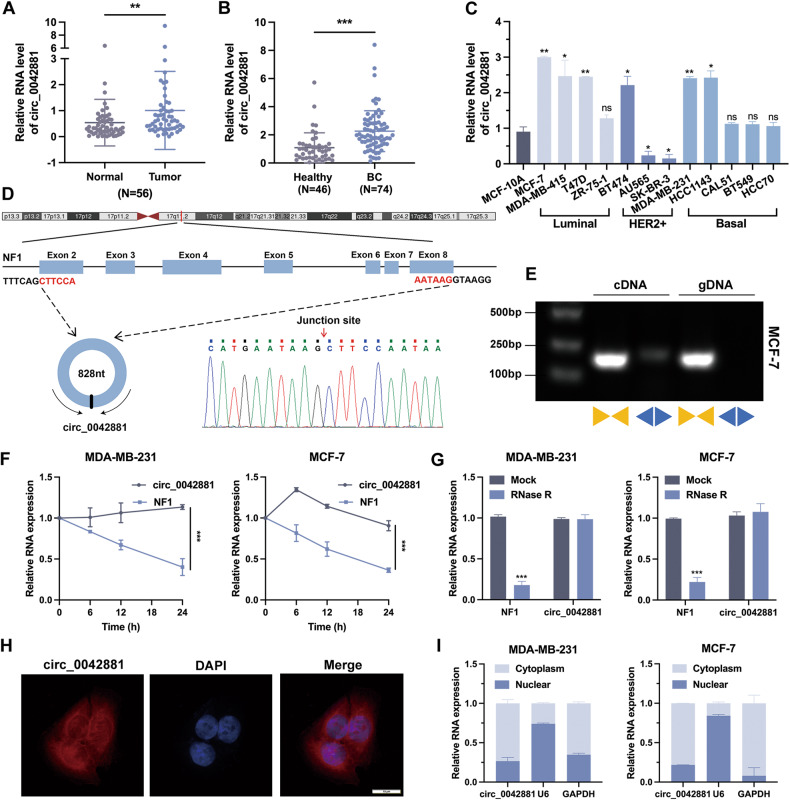
Circ_0042881 is highly expressed in breast cancer. **A** RT-qPCR analysis of the relative circ_0042881 expression in 56 pairs of BC tissues (Tumor) and adjacent non-tumor tissues (Normal). **B** RT-qPCR analysis of the relative circ_0042881 expression in plasma of BC patients (*N* = 74) and healthy donors (*N* = 46). **C** Relative circ_0042881 expression in BC cell lines and normal mammary epithelial cell line (MCF-10A) was determined by RT-qPCR. **D** Schematic illustration of circ_0042881 location and formation, with the junction site clarified by Sanger sequencing. **E** PCR with convergent and divergent primers and agarose gel electrophoresis to verify the circular structure of circ_0042881 in MCF-7; divergent and convergent primers are indicated by the direction of the arrow. **F**, **G** The relative expression of NF1 and circ_0042881 after treated with Actinomycin D and RNase R were determined by RT-qPCR. **H** Representative FISH images of circ_0042881 were shown. The circ_0042881 probe was labeled with Cy3 (red). The nuclei were stained with DAPI (blue). (Magnification x 1000. Scale bar = 10 μm). **I** Nuclear-cytoplasmic fractionation assay showed the percentage of circ_0042881 levels in nucleus and cytoplasm. U6 was used as the nucleus reference and GAPDH was used as the cytoplasmic reference. The data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

According to the circBase database, circ_0042881 is located on chromosome 17, and generated by head-to-tail splicing of exons 2 to 8 of the NF1 transcript. We confirmed the sequence of the back-splicing junction point using Sanger sequencing, and it coincided with the circBase annotation (Fig. 1D). In addition, the convergent and divergent primers were designed and synthesized to perform PCR and agarose gel electrophoresis. As shown in Figs. 1E and S1B, the convergent primers could incorporate with NF1 linear mRNA and genomic DNA to initiate PCR process, while the divergent primers could only amplify in the existence of circ_0042881. Actinomycin D can interfere the process of cellular transcription to prevent mRNA synthesis. We used it to verify the stability of circ_0042881. The results demonstrated that the half-life of circ_0042881 was longer than 24 h, which was more stable than its parental mRNA (Fig. 1F). Besides, due to the distinct cyclic structure, the expression of circ_0042881 cannot be affected by RNase R treatment (Fig. 1G). We performed nuclear-cytoplasmic separation assay and fluorescence in situ hybridization (FISH) to determine the subcellular localization of circ_0042881, confirming that it was predominantly distributed in the cytoplasm of BC cells (Fig. 1H, I). According to the aforementioned findings, circ_0042881 is a circular RNA that is mainly found in the cytoplasm of BC cells. Its high expression level in tumor tissues and plasma suggests that it may be a viable biomarker for BC.

### Circ_0042881 promotes BC cell proliferation, migration and invasion in vitro

To investigate the function of circ_0042881 in BC cells, we used two siRNAs (si-circ_0042881#1, si-circ_0042881#2) to deplete circ_0042881 in BC cells. We also constructed the lentivirus vector to establish persistently overexpressed cell lines of circ_0042881. Transfection efficiency was verified by RT-qPCR (Fig. 2A, B, Fig. S2A). The expression of circ_0042881 was downregulated and overexpressed by indicated plasmids in BC cells, while the expression of NF1 did not alter, suggesting that circ_0042881 knockdown did not equally affect its parental mRNA transcription. Then cell counting kit-8 (CCK-8) assay revealed that knockdown of circ_0042881 significantly restricted cell growth, while cell viability was accelerated after circ_0042881 overexpression (Fig. 2C, S2B). Besides, the 5-ethynyl-2’-deoxyuridine (EdU) assay and colony formation experiments proved that the proliferation abilities of MDA-MB-231 and MCF-7 were reduced after circ_0042881 knocking-down, while overexpression of circ_0042881 provoked the phenotypes (Fig. 2D−F, Fig. S2C−E). We further assessed the alteration of migration and invasion abilities by transwell assay, the number of migrant and invasive cells exhibited an obvious reduction in si-circ_0042881 group, and was increased in the circ_0042881 overexpressed group (Fig. 2G, Fig. S2F). In wound healing assay, we observed a distinct change in relative healing areas after circ_0042881 knocked down and overexpressed in MDA-MB-231 and MCF-7 cells (Fig. 2H, I, Fig. S2G). Taken together, those data suggested that circ_0042881 could aggravate the proliferation, migration, and invasion of BC cells in vitro.

**Fig. 2:**
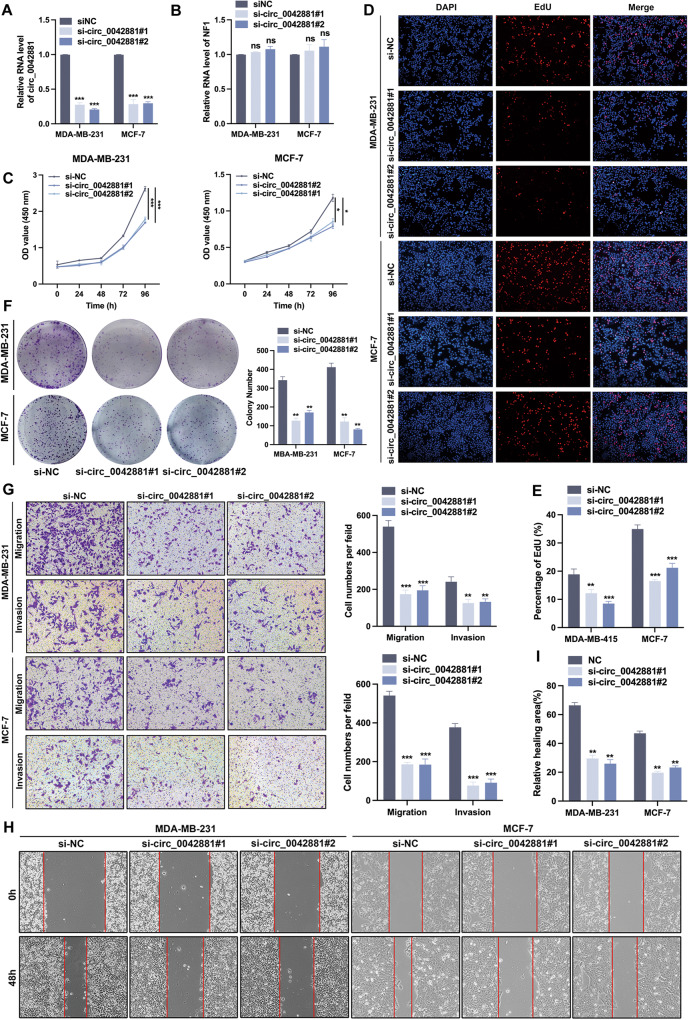
Knockdown of circ_0042881 suppresses BC progression. **A**, **B** RT-qPCR analysis of the relative circ_0042881 and NF1 expression after circ_0042881 knockdown in MDA-MB-231 and MCF-7. **C−F** The effect of silence circ_0042881 on proliferation in MDA-MB-231 and MCF-7 was tested by CCK-8, EdU and colony formation assays. **G** Transwell assays were performed to analyze cell migration and invasion ability. **H**, **I** Wound healing assays were used to evaluate the cell migration ability of each group. The data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### Circ_0042881 functions as a sponge of miR-217

Given that circ_0042881 is an exonic circRNA and predominantly located in the cellular cytoplasm, which led us to speculate whether it would act as a miRNA sponge to control gene expression [16]. In order to ascertain the miRNA binding accessibility of circ_0042881, we first carried out the RNA immunoprecipitation (RIP) assay using anti-AGO2. As illustrated in Fig. 3A, B, circ_0042881 was obviously enriched by AGO2 antibody compared to anti-IgG. Using online bioinformatics databases (CircInteractome, circBANK, Starbase v3.0), we next predicted the potential target miRNAs of circ_0042881, and four candidate miRNAs (hsa_miR-545-3p, hsa_miR-338-5p, hsa_miR-382-5p, hsa_miR-217) were screened out (Fig. 3C). RT-qPCR was subjected to further confirmation. Strikingly, miR-217 and miR-338-5p were simultaneously upregulated in MDA-231 and MCF-7 cells following circ_0042881 knockdown (Fig. 3D). Meanwhile, only miR-217 was declined in circ_0042881 overexpression group (Fig. 3E). Thus, we assumed that circ_0042881 may serve as a miR-217 sponge in BC. To validate this hypothesis, we constructed circ_0042881 wild-type and the miR-217-binding-site mutated luciferase reporter to testify the regulation relationship of circ_0042881 and miR-217 (Fig. 3F). As shown in Fig. 3H, the luciferase activity was significantly suppressed when cells were co-transfected with miR-217 mimic and the circ_0042881 wild-type luciferase reporter, whereas the luciferase activity showed no obvious difference when cells were co-transfected miR-217 mimic with the circ_0042881 mutant luciferase reporter. The correlation analysis was performed by Pearson’s correlation test, which confirmed a negative correlation between circ_0042881 and miR-217 expression in 37 pairs of BC tumor tissues (Fig. 3G). Overall, those observations implied that circ_0042881 and miR-217 can interact directly.

**Fig. 3:**
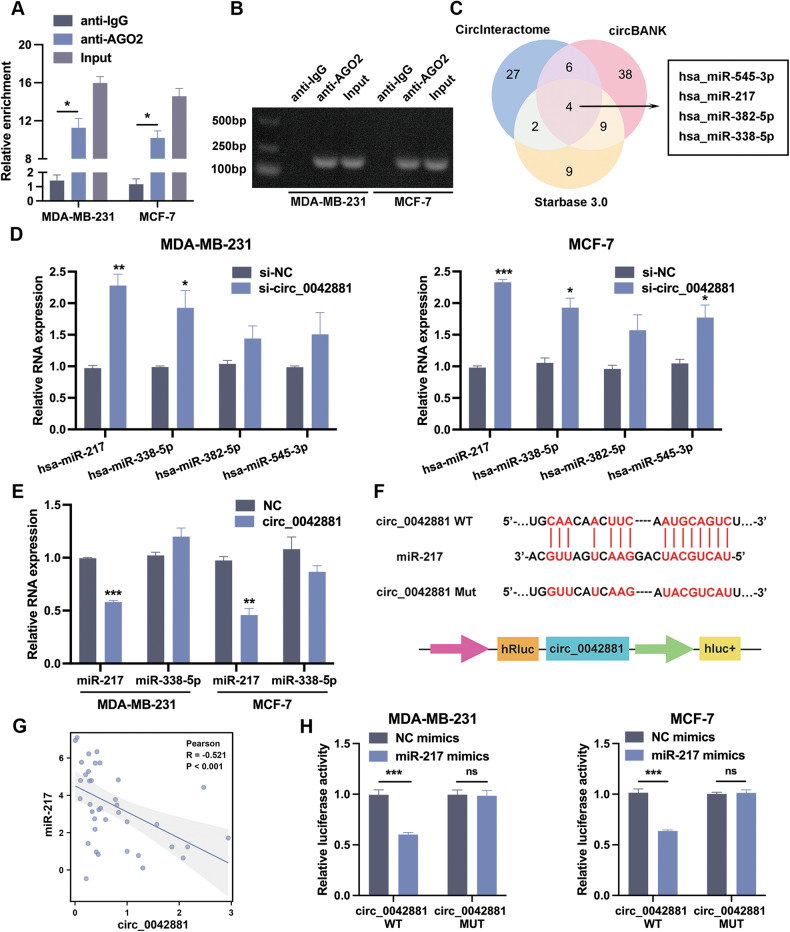
Circ_0042881 serves as a miR-217 sponge. **A**, **B** RIP experiments were performed, and RT‐qPCR assays and agarose gel electrophoresis were used to detect the enrichment of circ_0042881 to AGO2. **C** Venn diagram representing the potential targeted miRNAs of circ_0042881 by CircInteractome, circBANK, Starbase v3.0. **D** RT-qPCR analyzed the relative expression of 4 candidate miRNAs in MDA-MB-231 and MCF-7 after transfecting with si-circ_0042881. **E** The relative expression of miR-217 and miR-338-5p was tested by RT-qPCR after circ_0042881 overexpression. **F** To examine the direct interaction between circ_0042881 and miR-217, the luciferase reporter vectors containing circ_0042881 WT or circ_0042881 MUT were constructed. **G** The correlation between circ_0042881 and miR-217 in BC tissues was analyzed by Pearson correlation analysis. **H** The luciferase activities in MDA-MB-231 and MCF-7 cells co-transfected with miR-217 mimic or mimic NC and luciferase reporters containing circ_0042881 WT or circ_0042881 MUT. The data are presented as mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001.

### Circ_0042881 aggravates BC progression by sponging miR-217

The rescue experiments were conducted to further explore the influence of circ_0042881 and miR-217 on BC progression. MDA-MB-231 and MCF-7 cells were co-transfected with si-circ_0042881 and miR-217 inhibitors. As depicted in Fig. 4A, the decreasing effects of circ_0042881 inhibition on MDA-MB-231 growth could be abolished by miR-217 inhibitors. Similar results were disclosed in MCF-7 cells (Fig. S3A). Furthermore, EdU assay revealed that miR-217 inhibitors reversed the suppression effect of si-circ_0042881 on BC cells EdU‐positive cell rate (Fig. 4B, C, Fig. S3B, C). Moreover, circ_0042881 depletion markedly repressed the migration and invasion of BC cells in transwell and wound healing assays, whereas the inhibitory effects could be overturned by miR-217 inhibitors (Fig. 4D, E, Fig. S3D, E). Above all, those results pointed out that circ_0042881 serves as a sponge for miR-217 to promote BC cell malignant behaviors.

**Fig. 4:**
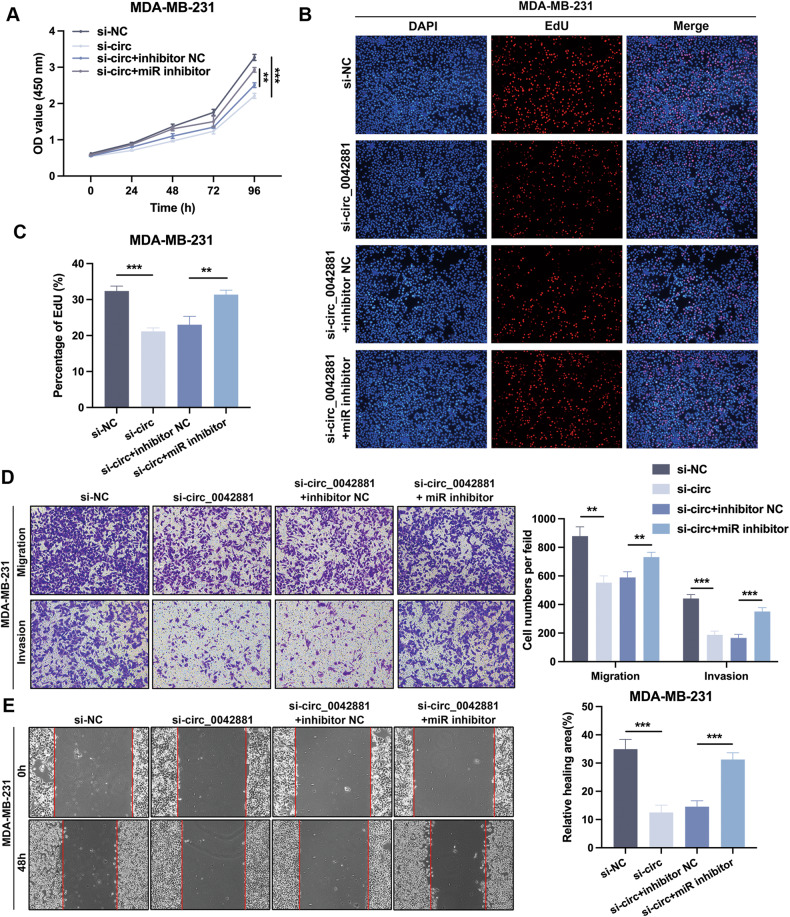
The tumor-inhibition effects of si-circ_0042881 could be reversed by miR-217 inhibitor. **A**−**C** CCK-8, EdU assays were performed to assess cell proliferation ability of each group. **D** The capacity of cell migration and invasion of each group was determined by transwell assays. **E** The effect of si-circ_0042881 and miR-217 inhibitor on migration was examined by wound healing assays. The data are presented as mean ± SD. **P < 0.01, ***P < 0.001.

### SOS1 is a direct target of miR-217

To ascertain the potential downstream target genes of miR-217, RNA-seq was utilized to explore the differentially expressed transcriptomes between MDA-MB-231 transfected with mimic NC and miR-217 mimic, which identified 45 upregulated genes and 43 downregulated genes (Fig. 5A). 

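RNA-seq was performed on 4 libraries, which the paper and the sample labels give as MDA-MB-231, a human breast cancer cell line that lacks the estrogen receptor. The identity of the cells was taken from there and was not tested, and CDKN2A, a gene generally described as deleted in this line, was at 10.5 to 13.2 RPKM. Of these, 2 libraries came from cells transfected with mimic NC, a control oligonucleotide, and 2 came from cells transfected with miR-217 mimic, a synthetic double-stranded RNA that acts as miR-217. Total RNA was isolated with TRIzol, and libraries were made with a stranded mRNA kit. The libraries of each group carry the replicate numbers 1 and 2 in the sample labels. The authors deposited RPKM (reads on a gene divided by its length and by the reads counted on all genes) for 32955 genes, with exon coordinates that match GRCh38. The paper's text does not name the aligner, the counting program or the test for differential expression, and its supplementary methods were not used here. Its statistics section gives one significance threshold for the whole study, 0.05. Each RPKM value multiplied by the gene's length was a whole multiple of the worth of 1 read in 100% of the nonzero values, and so the number of reads on each gene could be recovered. The reads counted on genes summed to 57933183 and 47374957 in mimic NC replicates 1 and 2, and to 53356283 and 32635814 in miR-217 mimic replicates 1 and 2. Differential expression was tested here with limma on log2(RPKM + 1) for the 13871 genes with a mean RPKM of at least 1, and fold changes are on that scale, which understates the change of low genes. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, and so the p-values come from limma, which shares its estimate of the spread across genes. The first principal component of the tested genes held 71.3% of the variance and separated the libraries numbered 1 from those numbered 2 in both groups. The labels do not state what the number marks, and differences are therefore also given within each number. On this component mimic NC and miR-217 mimic lay at -19.7 and -17.3 in number 1, and at 12.2 and 24.8 in number 2. Differences within a number can thus still hold part of the difference between the numbers.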

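At an unadjusted p under 0.05 and a log2 fold change of at least 0.32 in either direction, close to the lines drawn in Fig. 5A, 66 genes were higher and 92 genes were lower with miR-217 mimic. Across the 13871 genes tested, 165 had an unadjusted p under 0.05 in limma, fewer than the 694 that chance alone gives. Once the replicate number entered the fit there were 1046 such genes, more than chance alone gives. In either fit 0 genes had a Benjamini-Hochberg adjusted p under 0.05. Both miR-217 mimic libraries lay beyond both mimic NC libraries in 3221 genes, or 23.2% of those tested, against the 33.3% that chance gives for 2 libraries against 2. All 158 genes past both lines were among these. Keeping genes with low values in the test gave 152 higher and 159 lower genes, a mean RPKM of at least 5 gave 19 and 28, and centring each library on its median gave 88 and 77. The counts were larger than under any of these settings once the replicate number entered this fit. Of the genes past both lines, 16 of the higher and 24 of the lower ones were protein-coding, and 36.7% were shorter than 200 bases, compared with 3.47% of all genes tested. The median of their mean reads per library was 51, compared with 962 for all genes tested. The largest rises were those of RNU6-45P, SNORD82 and IGKJ4, which had 0 to 2 reads in each mimic NC library and 4 to 12 reads in each miR-217 mimic library. With 3 reads put in for each mimic NC library, RPKM of RNU6-45P was 4.35-fold higher, that of SNORD82 3.11-fold higher, and that of IGKJ4 1.72-fold higher. These ratios leave out the counting error of so few reads and are not lower bounds. IGKJ4 is an immunoglobulin joining segment of 37 bases and not a small RNA gene. The largest falls were those of SNORD45A, SNORD89 and a U6 RNA pseudogene on chromosome 12 (49593104 to 49593213). SNORD45A had 24 and 23 reads with mimic NC and 11 and 4 reads with miR-217 mimic, a log2 fold change of -1.12 (standard error 0.20, adjusted p = 1.00 from limma with Benjamini-Hochberg adjustment). The log2 fold change was -1.07 for SNORD89 and -1.03 for the U6 pseudogene. Reads of such small RNA genes are uncertain, because they can be shared with copies elsewhere or with the genes they lie in.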

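The target predictions of the databases were not used here, and sites were instead located in the 3'UTRs annotated in GENCODE 29 (GRCh38). The match to bases 2 to 8 of miR-217 is the heptamer ATGCAGT, and the 8-base site ATGCAGTA adds an A after it. Of the 9909 tested genes with an annotated 3'UTR, 1440 held ATGCAGT in their longest 3'UTR and 364 held the 8-base site. Among the 24 genes past both lines that were lower with miR-217 mimic and had a 3'UTR, 5 held ATGCAGT, or 20.8% compared with 14.5% of all 9909 genes (Fisher's exact test, two-sided, p = 0.381). These were INSIG2 and, named after their values were seen, CTNNBIP1, HHIPL2, PTTG1IP and HMOX1. Among the 16 higher genes with a 3'UTR, 1 held it (LSM5, also named after its values were seen), and this share did not differ from that of all genes (Fisher's exact test, two-sided, p = 0.495). Taken as a set, genes with ATGCAGT had a median log2 fold change of -0.036, compared with -0.012 for the 7761 genes whose 3'UTR held neither ATGCAGT nor TGCAGTA. These medians and the set tests below do not take the length of the 3'UTR into account. With the log2 of that length as a covariate, ATGCAGT had an effect of -0.016 over the 9909 genes, set against all genes without it. The difference of -0.024 was tested with limma's camera, with a preset correlation of 0.01 between genes, since an exact permutation test of 2 libraries against 2 has too few arrangements (camera p = 0.0201, and 0.0604 after Benjamini-Hochberg adjustment over the 3 gene sets tested). With the correlation estimated from the data the adjusted p = 0.0710. In limma's fry test, which does not set the genes against others, the adjusted p = 0.0540, and it was 0.872 once each library was centred on its median. The difference for this set thus did not pass 0.05 after adjustment in these tests, but the call depended on the setting. The adjusted p of camera was under 0.05 in 6 of 12 alternatives, over which it went from 0.000317 to 0.227, and that of fry was under 0.05 in 2 of 11, over which it went from 0.0303 to 0.872. Within replicate number 1 the difference was -0.023, and within number 2 it was -0.030. Genes with the 8-base site, an alternative set, had a median of -0.057 and gave the lowest of these values (limma's camera, adjusted p = 0.000317 with this set in place of the other), while fry (adjusted p = 0.0979) and camera with the estimated correlation (adjusted p = 0.116) did not pass 0.05.

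**Figure D1:**
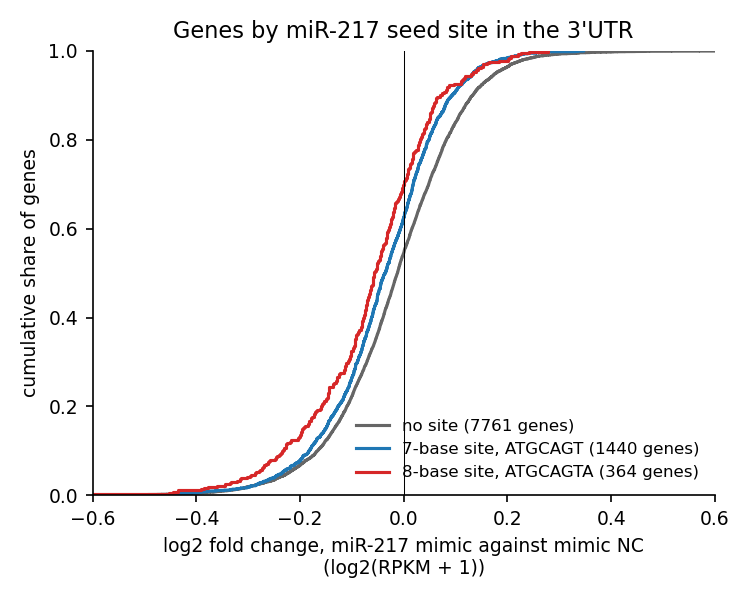
Cumulative share of genes (vertical axis) by log2 fold change between miR-217 mimic and mimic NC on the log2(RPKM + 1) scale (horizontal axis), for genes without a site, with ATGCAGT and with ATGCAGTA in the longest 3'UTR; the genes with ATGCAGTA are also among those with ATGCAGT. The medians are -0.012, -0.036 and -0.057, in that order, without adjustment for the length of the 3'UTR.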

The downregulated genes were overlapped with the predicted target genes of miR-217 from the Starbase 3.0, miRDB and TargetScan databases (Fig. 5B). A total of 5 genes were then selected and RT-qPCR analysis was conducted for further evaluation. 

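The 5 genes in the overlap of Fig. 5B were SOS1, UBL3, SPOPL, ICK and INSIG2, and all 5 were lower in both miR-217 mimic libraries than in both mimic NC libraries. SOS1 lies on the minus strand of chromosome 2 (GRCh38) from 38981396 to 39124345, and no other gene in the table shares bases with its exons. Its RPKM was 7.46 ± 0.386 (SD, n = 2) with mimic NC and 5.72 ± 0.652 (SD, n = 2) with miR-217 mimic, a change of -23.3%. The reads behind these values were 4151 and 3155 with mimic NC, and 3055 and 1590 with miR-217 mimic. The log2 fold change of SOS1 was -0.34 (standard error 0.13), with an adjusted p = 1.00 over the 13871 genes from limma with Benjamini-Hochberg adjustment. Its unadjusted p = 0.0526 in limma lay just above the line at 0.05, while an exact permutation test of these 4 libraries cannot go below 0.333. On the scale of the plain ratio of mean RPKM it was -0.38. Within replicate number 1 the difference in SOS1 was -0.28, and within number 2 it was -0.39. Among the 5 genes, INSIG2 had the largest change on both scales. Its RPKM was 5.80 ± 0.326 (SD, n = 2) with mimic NC and 3.56 ± 0.282 (SD, n = 2) with miR-217 mimic, and its log2 fold change was -0.58 (standard error 0.12), past both lines. UBL3, SPOPL and ICK had log2 fold changes of -0.38, -0.32 and -0.33, with unadjusted limma p-values of 0.0581, 0.0524 and 0.0596, while an exact permutation test cannot go below 0.333. Their mean RPKM changed by -30.5%, -34.3% and -36.8%, with 134 to 743 reads in each library. For SPOPL, 6.86% of the bases counted are shared with AC092620.2. Adjusted over the list alone, 1 of the 5 genes (INSIG2) had a p under 0.05, but the study chose the list on these samples, and so this is not independent evidence. The calls depended on the setting, and from 1 to 5 of the genes passed both lines across the settings that tested all 5, with all 5 past them once the replicate number entered the fit. SOS1 also passed them when genes with low values were kept in the test.

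**Figure D2:**
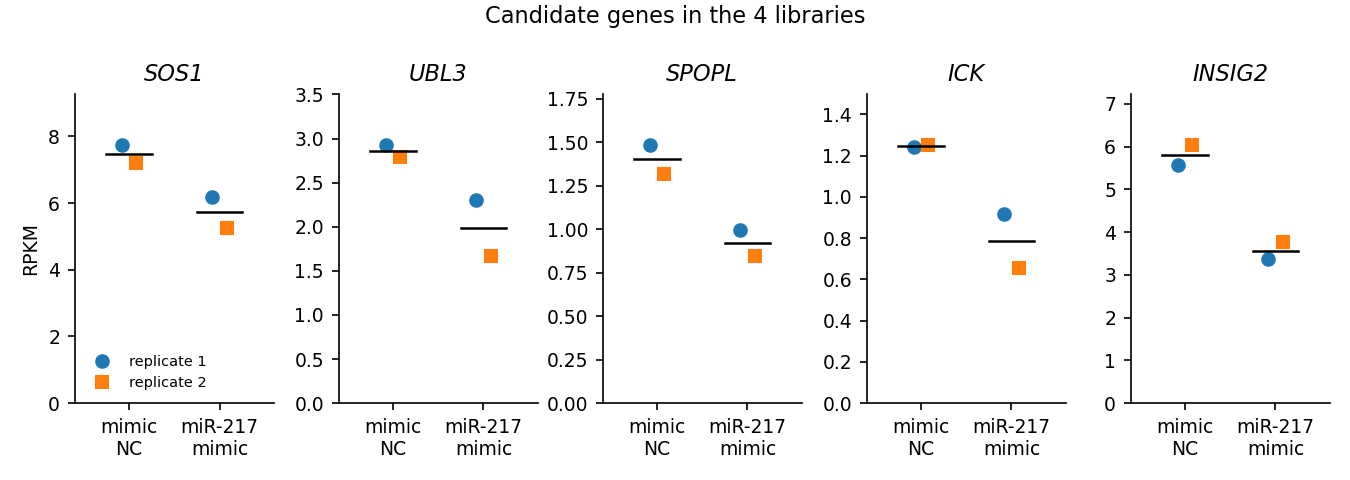
RPKM (vertical axes, each from 0) of the 5 candidate genes in the 2 mimic NC and 2 miR-217 mimic libraries. Circles are replicate 1, squares are replicate 2 and lines are group means; SOS1 is at 7.74 and 7.19 with mimic NC, and at 6.18 and 5.26 with miR-217 mimic.

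In its longest annotated 3'UTR, which is in exon 24 and spans 38981396 to 38985823 of chromosome 2, SOS1 has the 8-base site ATGCAGTA at 2 places. The first is at bases 125 to 132 after the stop codon (chromosome 2, 38985692 to 38985699), in the sequence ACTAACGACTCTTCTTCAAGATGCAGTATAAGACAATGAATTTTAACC. The second is at bases 3376 to 3383 (38982441 to 38982448), in the sequence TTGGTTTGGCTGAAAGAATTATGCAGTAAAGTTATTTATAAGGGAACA. ICK has the 8-base site at 2 places, SPOPL and UBL3 have it at 1 place each, and INSIG2 has ATGCAGT without the A at 2 places. Among the 364 tested genes with the 8-base site, SOS1 had the 10th lowest log2 fold change, and among all 13871 genes it ranked 396 from the lowest. The paper took the genes that were both downregulated by the mimic and predicted by the 3 databases as candidate targets for RT-qPCR.

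**Figure D3:**
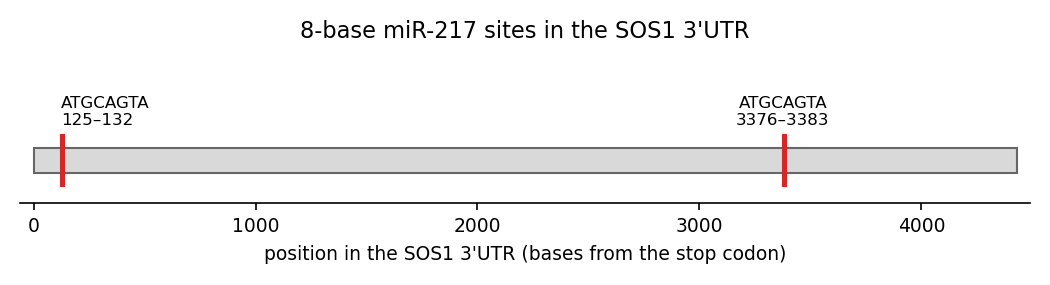
Map of the longest annotated 3'UTR of SOS1, 4428 bases long, by position from the stop codon (horizontal axis). Bars mark the 8-base sites at 125 to 132 and at 3376 to 3383.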

Intriguingly, only SOS1 was profoundly reduced by circ_0042881 knockdown, and overexpression of circ_0042881 elevated its expression in MDA-MB-231 and MCF-7 cells (Fig. 5C, D, Fig. S4C). In order to find out whether miR-217 could directly bind to the 3’UTR of SOS1, a dual-luciferase reporter experiment was conducated. The miR-217 mimic strikingly inhibited the luciferase activity of cells containing wild type SOS1 3’UTR, while no significant change was observed in SOS1 binding site mutant cells (Fig. 5E, F). As expected, among patients with high expression of circ_0042881, the expression of SOS1 appeared to increase in BC tissues (Fig. S4D). Subsequent RT-qPCR reflected the positive correlation between SOS1 and circ_0042881 expression levels in BC specimens (Fig. 5G).

**Fig. 5:**
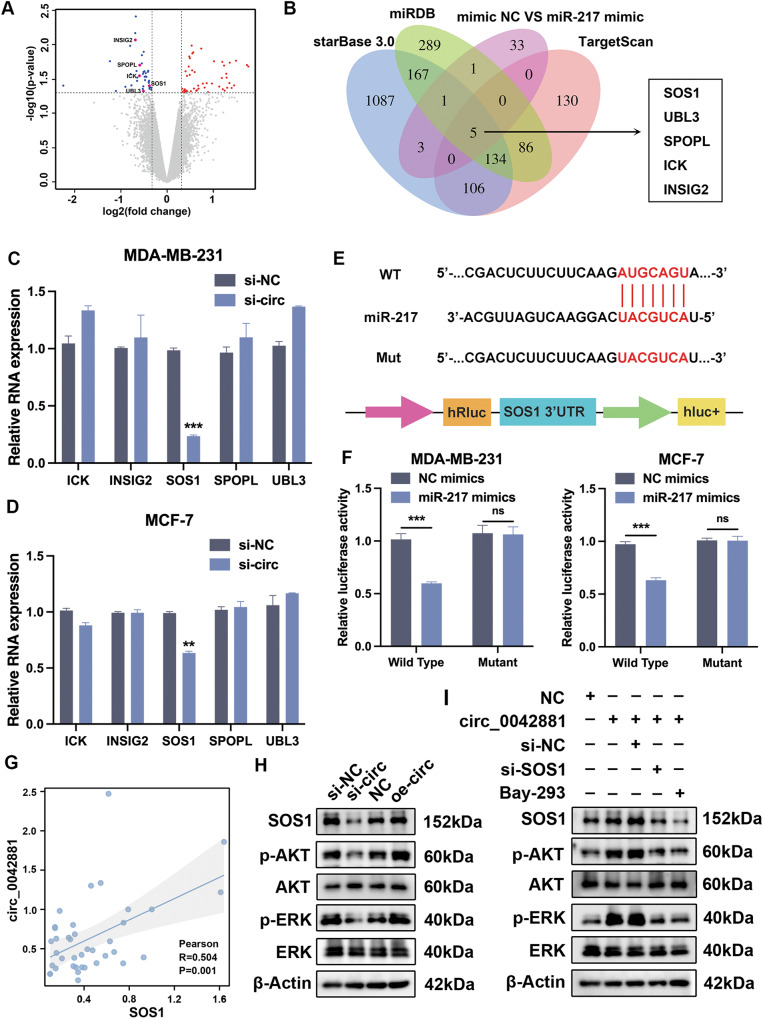
SOS1 is targeted by miR-217. **A** Volcano plot showing differentially expressed genes in MDA-MB-231 cells transfected with mimic NC and miR-217 mimic. **B** Venn diagram representing the potential targeted mRNAs of miR-217 by miRDB, TargetScan, Starbase v3.0 and RNA-seq results. **C**, **D** RT-qPCR analyzed the relative expression of 5 candidate mRNAs in MDA-MB-231 and MCF-7 after transfecting with si-circ_0042881. **E**, **F** The luciferase activities in MDA-MB-231 and MCF-7 cells co-transfected with miR-217 mimic or mimic NC and luciferase reporters containing SOS1 3’UTR WT or SOS1 3’UTR MUT. **G** The correlation between circ_0042881 and SOS1 in BC tissues was analyzed by Pearson correlation analysis. **H**, **I** Western blotting analyed the protein levels of SOS1, AKT, p-AKT, ERK, and p-ERK after corresponding treatment. The data are presented as mean ± SD. **P < 0.01, ***P < 0.001.

SOS1 is a guanine nucleotide exchange protein, and exerts indispensable role in the activation of RAS protein [17], which then stimulates the downstream pathways including the MEK/ERK pathway and PI3K/AKT pathway to facilitate tumor cell survival [18]. Moreover, it was discovered by Kyoto encyclopedia of genes and genomes (KEGG) and gene set enrichment analysis (GSEA) enrichment analysis that the target genes for miR-217 are associated to the RAS signaling pathway (Fig. S4B, E). Hence, we set out to explore whether circ_0042881 could be effective in the activation of MEK/ERK pathway and PI3K/AKT pathway. To this end, western blotting was operated after circ_0042881 knockdown and overexpression, and we discovered that the level of phosphorylated AKT and ERK was suppressed in MDA-MB-231 cells with low circ_0042881 expression (Fig. 5H). 

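The paper's text gives the target genes of miR-217 as the subject of the KEGG and GSEA analyses but does not list them or name a ranking, and the KEGG gene sets were not used here. A RAS pathway list of 92 genes was instead written by hand, with exchange factors, RAS proteins, GTPase-activating proteins, adaptors, receptors and effectors, and 59 of its genes were expressed highly enough to be tested in the RNA-seq of miR-217 mimic and mimic NC. The median log2 fold change of these 59 genes was -0.014, compared with -0.017 for all other genes tested, and it was 0.012 once each library was centred on its median. In the fit without a replicate term, the list did not differ from other genes in limma's camera test (two-sided, adjusted p = 0.837 over the 3 gene sets tested), with or without SOS1, and it did not pass 0.05 in fry (adjusted p = 0.864). Of the 59 genes, 34 were lower with miR-217 mimic, and the log2 fold changes ranged from -0.34 for SOS1 to 0.19 for RIN1. In this fit, unadjusted limma p-values under 0.05 were found for 0 genes of the list, as were p-values adjusted over the list alone and over all genes tested. Once the replicate number entered the fit, SOS1 and PIK3CA had an unadjusted p under 0.05 but 0 genes had one adjusted over the list alone. Within replicate number 1 the median of the list was -0.020, and within number 2 it was 0.0024.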

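An ERK output list held 10 transcripts that rise with MEK/ERK activity, such as DUSP6, SPRY4 and CCND1, and 9 of them were tested. Their median log2 fold change with miR-217 mimic was 0.13, with 2 of the 9 genes lower. In the fit without a replicate term, the list did not differ from other genes in limma's camera test (adjusted p = 0.267 over the 3 gene sets) and did not pass 0.05 in fry (adjusted p = 0.864), and the estimated correlation between its genes was 0.80. The call of camera with its preset correlation, but not that of fry, changed once the replicate number entered the fit. Single genes ranged from CCND1 at -0.10 to SPRY2 at 0.34, and 0 of them had an unadjusted limma p under 0.05 in this fit, while SPRY2 had one once the replicate number entered it. The median was 0.049 within replicate number 1 and 0.20 within number 2, while the same genes differed between the replicate numbers by a median of 0.68. Part of that difference can enter both values, since the libraries of a number lay apart on the first principal component. The median of the list went from -0.25 without miR-217 mimic replicate 2 to 0.58 without miR-217 mimic replicate 1. Leaving out 1 library leaves the numbers unequal between the groups, and so these values also hold part of the difference between the numbers. Phosphorylation of ERK and AKT is not measured by RNA-seq. From the known role of SOS1 in activating RAS and the pathways below it, and from the KEGG and GSEA analyses, the paper asks whether circ_0042881 acts on the MEK/ERK and PI3K/AKT pathways, which it examined by western blotting.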

The increased SOS1 following circ_0042881 overexpression was accompanied by an increase in AKT and ERK phosphorylation, however, SOS1 gene silencing nullified this effect (Fig. 5I). To further investigate whether AKT and ERK phosphorylation are induced by SOS1/RAS pathway, we used BAY-293 (SOS1/RAS interaction inhibitor) to treat cells. As anticipated, BAY-293 significantly reduced the levels of AKT and ERK phosphorylation that were brought on by circ_0042881 (Fig. 5I). Consistently, we verified that circ_0042881 could elevate the expression of SOS1 by sponging miR-217, which then induced RAS protein to promote the phosphorylation of AKT and ERK, ultimately causing the activation of MEK/ERK and PI3K/AKT pathway.

### Circ_0042881 expedites BC cell proliferation and metastasis through the SOS1/RAS pathway

To investigate whether circ_0042881 positively regulated the malignant behaviors of BC cells through SOS1/RAS pathway, a series of rescue experiments were employed. CCK-8 assay confirmed that ectopic expression of circ_0042881 assisted the proliferation of BC cells. The facilitative effect was significantly reversed when we simultaneously inhibited SOS1 expression or treated cells with BAY-293 (Fig. 6A, Fig. S5A). Notably, the EdU assay produced comparable results. The proliferation ability of BC cells boosted by circ_0042881 upregulation was abrogated by SOS1 silencing or blocking the interaction of SOS1 and RAS using BAY-293 (Fig. 6B, C, Fig. S5B, C). Furthermore, results from transwell assay and wound healing assay corroborated the conclusion that upregulating circ_0042881 was favorable for BC cells migration and invasion, while these capacities of cells in the presence of si-SOS1 or BAY-293 were not influenced sensibly (Fig. 6D−G, Fig. S5D−G). Next, we asked whether SOS1 overexpression could reverse the suppressive effect of circ_0042881 knockdown on malignant phenotypes. The rescue assays demonstrated that the restrictive effects of circ_0042881 knockdown on cell proliferation, migration and invasion can be readily reversed by ectopic expression of SOS1 (Fig. S7−S8). In conclusion, we confirmed that circ_0042881 could boost BC cell proliferation, invasion, and migration by activating SOS1/RAS signaling.

**Fig. 6:**
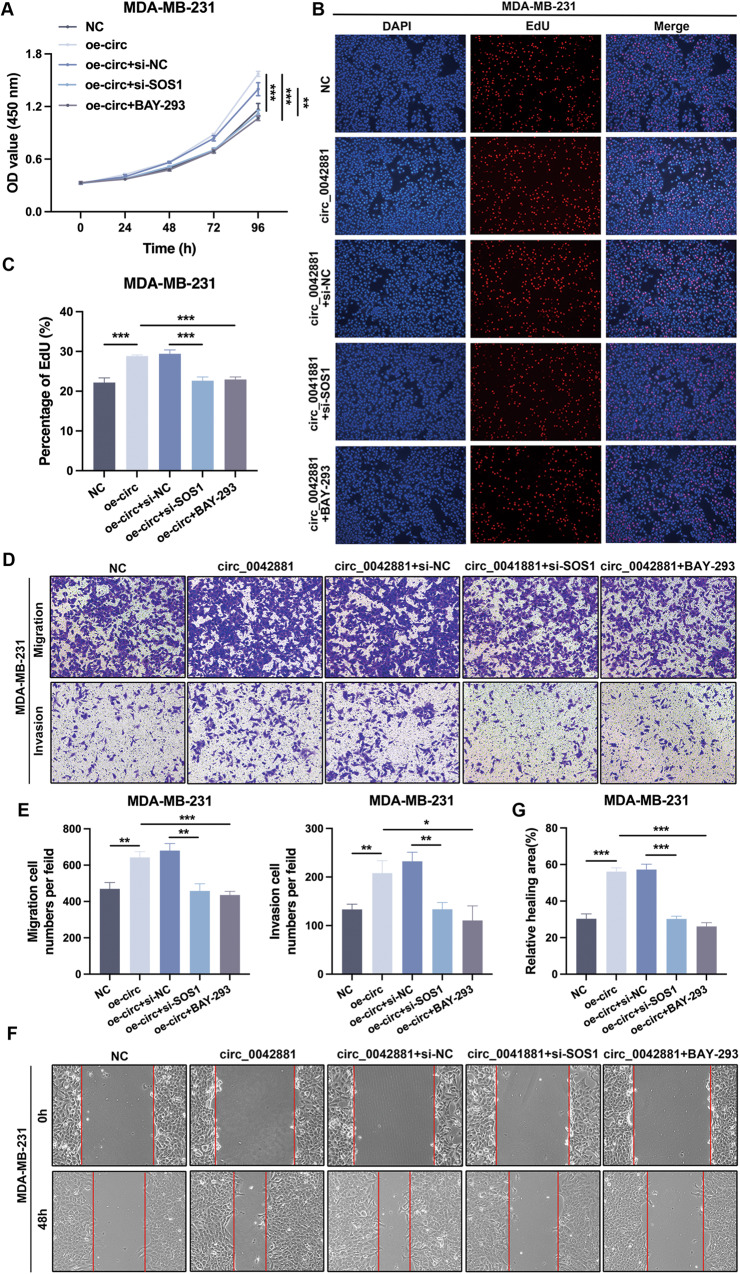
Circ_0042881 promotes proliferation and metastasis in a SOS1‐dependent manner. **A**−**C** CCK-8, EdU assays were performed to assess cell proliferation ability of each group. **D**, **E** The capacity of cell migration and invasion of each group was determined by transwell assays. **F**, **G** The effect of circ_0042881 overexpression, si-circ_0042881 and BAY-293 treatment on migration was examined by wound healing assays. The data are presented as mean ± SD. **P < 0.01, ***P < 0.001.

### EIF4A3 functions as an upstream target of circ_0042881

According to previous studies, a number of RNA binding proteins (RBPs), including Quaking (QKI), Fused in Sarcoma (FUS) and EIF4A3, can either accelerate or suppress the back-splicing activity to impact the synthesis of circRNAs [19–21]. To further analyze whether circ_0042881 could be regulated by RBPs, the putative RBPs binding sites were predicted in circ_0042881. We found that EIF4A3 harbored the most number of binding sites, as indicated by CircInteractome. RIP assay indicated that EIF4A3 could combine with flanking sequences of NF1 pre-mRNA in 4 putative binding sites (Fig. 7A). We knocked down EIF4A3 in MDA-MB-231 and MCF-7 in order to determine the expression change of circ_0042881 in response to EIF4A3 downregulation. The knockdown efficiency was then confirmed by western blotting and RT-qPCR (Fig. 7B, C). As shown in Fig. 7B, circ_0042881 expression could be inhibited by a deficiency of EIF4A3. Furthermore, RT-qPCR of 39 paired BC tissues revealed that circ_0042881 and relative EIF4A3 expression were positively associated (Fig. 7D). And immunohistochemistry analysis displayed higher expression level of EIF4A3 in BC tissues compared with adjacent non-tumor tissues (Fig. 7E). Analysis from Kaplan-Meier plot offered that the higher expression level of EIF4A3 was correlated with shorter overall survival (OS) (Fig. S8A).

**Fig. 7:**
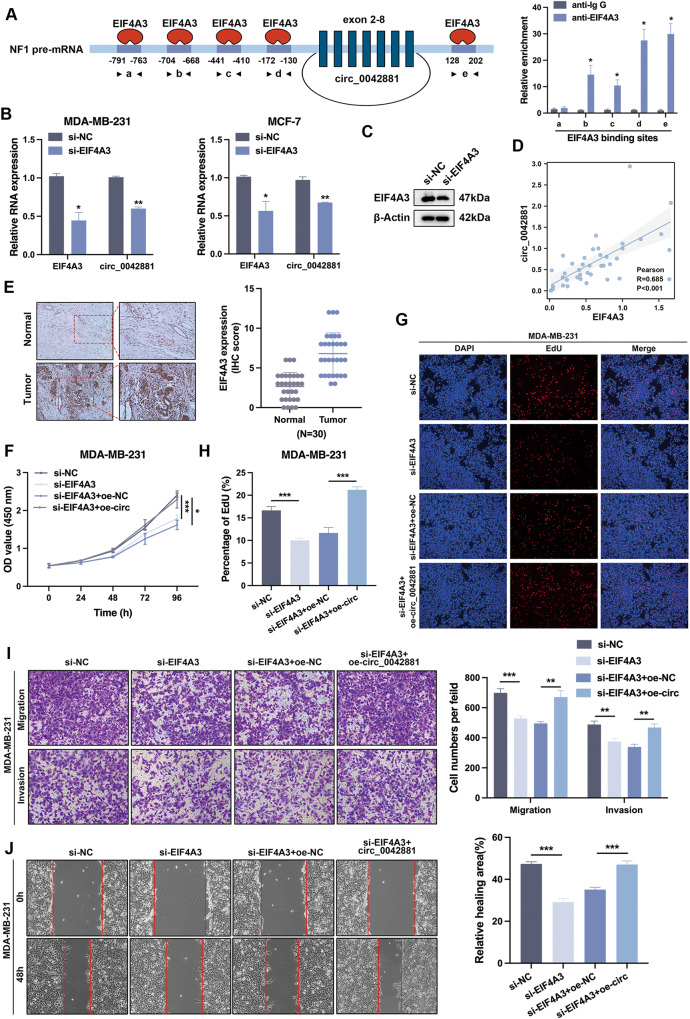
RNA binding protein EIF4A3 regulates the expression of circ_0042881. **A** The binding sites for EIF4A3 in the flanking sequences of the NF1 pre-mRNA transcript were predicted using CircInteractome and RIP assays validated the binding sites between NF1 and circ_0042881. **B** The relative expression of EIF4A3 and circ_0042881 after EIF4A3 knockdown was detected by RT-qPCR. **C** The protein level of EIF4A3 after EIF4A3 knockdown was detected by western blotting. **D** The correlation between circ_0042881 and EIF4A3 in BC tissues was analyzed by Pearson correlation analysis. **E** Representative images of immunohistostaining for EIF4A3 of tumor and adjacent non-tumor tissues (*n* = 30). **F**−**H** The proliferation of MDA-MB-231 was detected by CCK-8 and EdU assays. **I**, **J** Representative results of transwell and wound healing assays of each group.

To further examine the interplay between EIF4A3 and circ_0042881, we performed rescue experiments to evaluate the biological effects of BC cells co-transfected with si-EIF4A3 and/or circ_0042881 overexpression. According to the CCK-8, EdU assays results, blocking EIF4A3 vividly repressed cell growth. However, simultaneous overexpression of circ_0042881 partially reverse the negative effects (Fig. 7F−H, Fig. S8B−D). In addition, the migration and invasion abilities of MDA-MB-231 and MCF-7 were tested by transwell and wound healing assays. As depicted in Fig. 7I, J and Fig. S8E−H, inhibition of EIF4A3 impaired those malignant phenotypes, whereas overexpression of circ_0042881 elicited a total changeover effect. In summary, EIF4A3 could promote the back-splicing process of circ_0042881 and expedite BC malignant progression.

### Circ_0042881 accelerates tumorigenesis and metastasis of BC cells in vivo

To evaluate the role of circ_0042881 in BC progression, we firstly performed tumorigenesis assays using orthotopic BC mouse model. Twelve NOD/SCID mice were divided into two groups, either control or circ_0042881 overexpressing MDA-MB-231 cells were implanted into the fourth mammary fat pad of NOD/SCID mice (Fig. 8A). Of note, ectopic expression of circ_0042881 resulted in the faster tumor formation of the orthotopic xenografts, which was consistent with the in vitro findings (Fig. 8B−D). The western blotting results showed that the expression of p-AKT and p-ERK was increased in tumor tissues with ectopic circ_0042881 expression (Fig. 8E). We then asked whether circ_0042881 is essential for the metastasis-promoting effects of BC cells in vivo, experimental lung metastasis models were established (Fig. 8A). Intriguingly, MDA-MB-231 cells with circ_0042881 overexpression generated larger numbers of metastatic lung nodules (Fig. 8F, G). Importantly, the incidence of pulmonary metastasis in the circ_0042881 overexpression group was 100%, while the incidence of lung metastasis in control group was only 66.7% (4/6) (Fig. 8H). In summary, these in vivo findings complement the in vitro results, underscoring the critical roles of circ_0042881 in BC growth and metastasis (Fig. 8I).

**Fig. 8:**
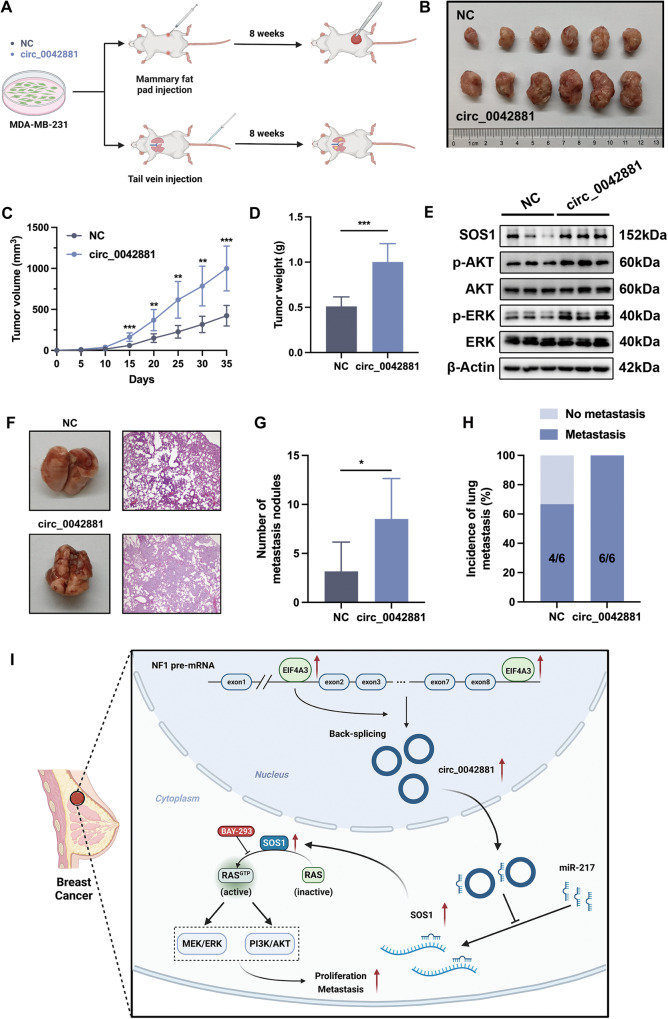
Circ_0042881 promotes the growth and metastasis of BC in vivo. **A** Schema of the BC orthotopic mouse models and metastatic models. **B** Representative images of BC orthotopic mouse models in NC and circ_0042881 groups. **C** Tumor volume was measured every 5 days. **D** Tumor weight was examined in each group. **E** The protein levels of SOS1, AKT, p-AKT, ERK, and p-ERK in each group were verified by western blotting. **F** Representative images of lung tissues and their corresponding hematoxylin and eosin-stained sections in BC metastatic models. **G**, **H** The number of metastasis nodules and the incidence of lung metastasis were measured in NC and circ_0042881 groups. **I** Schematic depiction of the mechanism underlying EIF4A3-mediated circ_0042881 promotes BC progression by miR-217/SOS1 axis.

## Discussion

As one kind of novel non-coding RNAs, circRNAs are widely recognized as essential components of cancer-related biological processes formed by back-splicing [22, 23]. Additionally, the features of aberrant expression in diversified cancers and structural stability provide circRNAs critical advantages to emerge as the targets for cancer diagnosis and treatment. In BC, there is a substantial body of evidence that circRNAs mediate the occurrence, development and malignant progression [24]. Ling et al. discovered that up-regulation of circCDYL2 could mediate the inhibition of growth factor receptor-bound protein 7 (GRB7) ubiquitination to improve the formation of GRB7- focal adhesion kinase (FAK) complex, thereby inducing tumorigenesis and trastuzumab resistance via aberrantly activating downstream AKT and ERK1/2 signaling pathway [25]. CircSEMA4B exerted its tumor suppressive effects by encoding a novel protein SEMA4B-211aa, which could hinder the phosphorylation of AKT through regulating the formation of second messenger PIP3 [10]. Additionally, it was reported that circNOLC1 contributed the improvement of cancer stem cell functions in BC through miR-365a-3p/STAT3 axis [26]. Herein, for the first time, we found that circ_0042881 expression was clearly upregulated in BC tissues and cell lines. And its expression was positively correlated with both tumor size and TNM stage of BC patients. Further functional experiments elucidated that circ_0042881 deficiency markedly dampened the capacities for proliferation and metastasis both in vitro and in vivo, indicating its tumor-promoting effects in BC. Anti‐sense oligonucleotides (ASOs) are widely used approach for therapeutic RNA editing, which were quickly developing as powerful therapeutics for disease intervention. Several ASO drugs have been approved by the Food and Drug Administration (FDA) for clinical use in diseases [27]. The therapeutic potential of ASOs targeting circ_0042881 in BC should be tested in future research.

Circ_0042881 is derived from exons 2-8 of NF1, and predominantly located at the cytoplasm. Cytoplasmic localization of circ_0042881 motivated us to examine its posttranscriptional regulatory mechanism in BC. Acting as miRNA sponge was a crucial mechanism for those circRNAs located in cytoplasm to function as oncogenic or tumor suppressor regulators [28]. To this end, we first used anti-AGO2 to verify its miRNA binding potential, then analyzed the miRNAs that may associate with circ_0042881 using bioinformatics tools. MiR-217 was screened out to be a circ_0042881 linked miRNA and reported to be dysregulated in various cancer type in previous research. For example, miR-217 has been validated to repress tumor growth and liver metastasis by targeting Kruppel-like factor 5 (KLF5) to activate the mTOR-PI3K-AKT pathway [29]. In pancreatic cancer, miR‐217 was identified to work as a tumor suppressor via directly targeting YWHAG to phosphorylate RAF1 and initiate ERK signaling pathway [30]. Additionally, it imposed a pro-cancer effect in pituitary prolactinoma by obstructing the dickkopf Wnt signaling pathway inhibitor 1 (DKK1) [31]. In our study, we confirmed that miR-217 could interact with circ_0042881 by luciferase assays, and a negative association between miR-217 and circ_0042881 was observed in BC tissues. We demonstrated for the first time that circ_0042881 plays its oncogenic role by acting as a miRNA sponge in BC. The other aspects of circ_0042881 function still await further investigation in BC.

RAS gene is one of the most universally mutated oncogene in human cancers. RAS GTPases cycles between the inactive GDP-bound and active GTP-bound states with the help of guanine nucleotide exchange factors (GEFs) that promote activation, and GTPase-activating proteins (GAPs) that inactivate RAS by catalyzing GTP hydrolysis [32]. In active GTP-bound states, the RAS protein participates in the pathogenesis of tumors by activating downstream signal transduction cascades that support proliferation and survival. SOS1 is one of the most universal and widely expressed GEFs that activates the small GTPase RAS. Here, we verified that SOS1 is a potential functional target of miR-217 by combined RNA-seq and bioinformatic analysis. Dual‐luciferase reporter further corroborated that miR-217 can directly cooperate with SOS1. SOS1 is typically regarded as protumorigenic, which is a crucial binary chemical switch in numerous cellular signaling [33]. Following previous work, SOS1 was post-transcriptionally regulated by miR-483 and promoted BC metastasis by obesity-activated c-Met signaling [17]. The miR-217/SOS1 axis has also been reported in promoting cell viability and cell cycle in acute myelocytic leukemia (AML) cells, which is compatible with our observations [34]. On the basis of prior studies and KEGG and GSEA analysis, we anticipated that MEK/ERK and PI3K/AKT signaling may act as relative pathway in circ_0042881 cancer-promoting process. Western blotting confirmed that circ_0042881 could alter the expression of SOS1, which promoted the phosphorylation levels of AKT and ERK.

Accumulating evidence suggested that trans-acting factors were controlling the production of circRNAs [35]. RBPs can serve as trans-acting elements to promote back-splicing. Dimerization of RBPs, which are attached to certain intron motifs, act as a bridge to bring flanking links closer to each other [36]. In this study, we encountered that NF1 pre-mRNA flanking the circ_0042881 sequence comprised multiple EIF4A3 binding sites, as indicated by CircInteractome database and RIP assay. EIF4A3 is a core component of the exon junction complex (EJC), which could assemble and deposit on canonical sites upstream of exon-exon junctions during splicing [37, 38]. As an RNA binding protein, EIF4A3 can directly combine with pre-mRNA and engage in the back splicing of circRNAs to modulate its expression. Wang et.al firstly confirmed that EIF4A3 involved in circMMP9 cyclization by uniting with its matrix metalloproteinase-9 (MMP-9) mRNA transcript in glioblastoma multiforme [21]. Zheng et.al substantiated EIF4A3-induced circSEPT9 expression in triple-negative BC [39]. There have been further reports of this promoting effect of EIF4A3 on circRNAs biogenesis in other cancers, such as cervical cancer, hepatocellular carcinoma, and colorectal cancer [40–42]. As in the case of our study, circ_0042881 expression was blocked after EIF4A3 silencing. In our BC cohort, EIF4A3 expression was significantly positively associated with circ_0042881 levels.

Taken together, we identified a novel circular RNA, circ_0042881, which was substantially elevated in BC tissues and correlated with TNM stage. Through competitively interacting with miR-217, circ_0042881 can control the expression of SOS1, causing covert into GDP-bound state and activating downstream signal transduction cascades that contribute to the occurrence and development of cancer. In addition, RNA binding protein EIF4A3 promotes its expression through binding to the flanking regions of circ_0042881. Overall, our study identified a new regulatory network that is critical for BC growth and metastasis, and may provide valuable biomarker for BC diagnosis and therapy.

## Materials and methods

### Cell culture

American Type Culture Collection (ATCC, USA) provided the human BC cell lines MDA-MB-231, MCF-7, MDA-MB-415, T47D, ZR-75-1, BT474, AU565, SK-BR-3, HCC1143, CAL51, BT549, and HCC70, as well as the human normal mammary epithelial cell line MCF-10A. All of these cell lines were cultured in DMEM or RPMI 1640 media (Procell Life Science&Technology Co.,Ltd, China) with 10% fetal bovine serum (FBS, VivaCell, China) and 1% penicillin-streptomycin (NCM Biotech, China). All the cells were maintained in a cell culture incubator at 37 °C with 5% CO_2_.

### Patients and samples

Blood samples, tumor tissue and corresponding adjacent non-tumor tissues were acquired from patients who were firstly diagnosed with BC at the First Affiliated Hospital of Zhengzhou University, blood specimens from healthy volunteers were also collected. All patients did not receive any treatment. Adjacent non-tumor specimens were obtained from a standard distance (3 cm) from tumorous tissues of BC patients. Following the resection, the samples were collected and kept in −80 °C freezers until needed. Written informed consent was obtained from each enrolled patient. This study was approved by the Ethics Committee of the First Affiliated Hospital of Zhengzhou University.

### Actinomycin D treatment and RNase R treatment

A total of 5 × 10^5^ MDA-MB-231 and MCF-7 cells were seeded in six-well plates and grown to 70% confluence. 2 μg/mL Actinomycin D (MedChemExpress, NJ, USA) was added to the cells for indicated time points (0, 12, 18, and 24 h) and collected total RNAs. In addition, total RNAs from MDA-MB-231 and MCF-7 was treated with or without 5 U/μg Rnase R (Novoprotein, Shanghai, China) and executed at 37 °C for 15 min. The RT-qPCR was performed to measure the expression of circ_0042881 and its parental gene NF1.

### RNA extraction and real-time quantitative PCR (RT-qPCR)

The total RNA of cells and tissues was extracted using Trizol (Takara, Japan). Plasma RNAs were extracted from 2 mL of plasma using TRI Blood/Liquid sample total RNA extraction kit (Genenode, China) according to the manufacturer’s guidelines. The PrimeScript™ RT Master Mix (Takara, Japan) was utilized for cDNA synthesis. The miRNA reverse transcription was carried on by using Mir-X^TM^ miRNA First-Strand Synthesis Kit (Takara, Japan). The RT-qPCR was conducted to measure RNA expression using Hieff qPCR SYBR Green Master Mix (YEASEN, China). The relative gene expression levels were quantified using the 2^–ΔΔCt^ method. GAPDH and U6 were used as reference genes. The primers used for qPCR are presented in Table S2.

### RNA interference and lentivirus-mediated infection

Small interfering RNA (siRNA) targeting circ_0042881, EIF4A3, SOS1, and their relative controls, as well as miR-217 mimic, mimic negative control, miR-217 inhibitor, and inhibitor negative control, were purchased from RiboBio (Guangzhou, China). Transfection was carried out using the RiboFECT CP Transfection Kit (Guangzhou, China). The overexpression of circ_0042881 or SOS1 was constructed using the lentivirus-based vectors by GeneChem (Shanghai, China). After transfection, stably transfected cells were filtered at a concentration of 6 μg/mL puromycin (TargetMol, USA). The transfection efficiency was measured by RT-qPCR or western blotting. The sequence of siRNA was listed in Table S3.

### Cell proliferation assays

CCK-8 (NCM Biotech, Suzhou, China) assay and EdU (APExBIO, Houston, USA) assay were conducted following the guidelines of the manufacturer to identify cell proliferation. For CCK-8 assay, 10 µL of CCK-8 reagent mixed with 90 µL of medium was added to each well, then the plate was incubated at 37 °C for 2 h. Afterwards, the absorbance at the wavelength of 450 nm (OD value) was measured by microplate assay. For EdU assay, cells were stained with EdU reagent for 2 h and fixed with 4% paraformaldehyde for 30 min. Fluorescence signal was observed under an inverted fluorescence microscope. The proportion of EdU-positive cells was analyzed by Image J.

### Cell migration assays

Cell migration was analyzed by transwell and wound-healing assays. For the transwell assay, cells after transfection were seeded in the upper chamber at 2 × 10^4^ cells, while 500 μL medium blended with 10% FBS was added to the lower side. After 24 h incubation, transwell chambers were fixed with 4% paraformaldehyde and stained with crystal violet. After wiping the non-migratory cells from upper chamber, the cells in the lower chamber were counted under an inverted microscope. For the wound‐healing assay, after corresponding treatments, cells were cultured in 6-well plates until the confluence reached 80 % and scratched with a 200 μL pipette tip. Photographs were taken under an inversed microscope at 0/48 h after cell scratch. The proportion of wound-healing area was analyzed by Image J.

### Animal models

All animal experimental protocols were conducted in accordance compliance with the Institutional Animal Care and Use Committee of the First Affiliated Hospital of Zhengzhou University. Six-week-old female NOD/SCID mice were purchased from Vital River Laboratory Animal Technology Co. Ltd (Beijing, China). Mice were randomly assigned to each group. For orthotopic BC mouse models, single-cell suspensions (5 × 10^6^ MDA-MB-231 cells with indicated vectors) were inoculated into the fourth mammary fat pad of NOD/SCID mice in volume of 100 μL sterile PBS and matrigel (1:1). Mice were checked every 5 days for examining for mammary tumor development and tumor were calculated as previously described [43]. Maximum tumor diameters were not exceeded 20 mm at the endpoint. For experimental lung metastasis assays, 2 × 10^6^ control or circ_0042881 overexpressing MDA-MB-231 cells were intravenously injected to the tail veins of NOD/SCID mice (six mice per group). After 7 weeks of observation, mice were euthanized, and the lung tissues were harvested for pathological analysis.

### Statistical analysis

The data of all experiments are presented as means ± standard deviation (SD). Statistical analyses were conducted using SPSS 20.0 (Chicago, USA) and GraphPad Prism 9.0 (La Jolla, CA, USA). Statistical expression differences between two groups were determined using the paired or unpaired Student’s t-test. Pearson correlation analysis was used to analyze the correlations among circ_0042881, miR-217, and SOS1. Clinicopathologic parameters and immunohistochemistry results were tested using the Chi-square test or Fisher’s exact test, as appropriate. *P* < 0.05 was considered statistically significant.

Other methods are provided as supplementary files.

## Supplementary information

Supplementary methods and figures

Reproducibility checklist

Authorship Change Approval

Original western blots

## Data Availability

All relevant data are available from the corresponding authors upon request. The RNA-seq data have been deposited in the NCBI Gene Expression Omnibus under accession unmber GSE234870.

# Supplementary material for: EIF4A3-mediated circ_0042881 activates the RAS pathway via miR-217/SOS1 axis to facilitate breast cancer progression
**Source:** Cell Death Dis. 2023 Aug 25;14(8):559. doi: 10.1038/s41419-023-06085-4
**Supplement:** Supplementary file 3 — Authorship Change Approval

Chenxi Ju

Re: Confirmation of changes in Authorship

精简信息

时 间: 2023年08月16日 23:09:08 (星期三)

Yes, I agree to the author list being changed.

-----Original-----

Date: Wed, Aug 16, 2023 23:00 PM  
To: "侯晨峰" <>; "mingxiazhou0906" <>; "3417631572" <>; "汪喆" <>; "1104417059" <>; "11hl78" <>; "luoy" <>; "beijing92921" <>;  
Subject: Confirmation of changes in Authorship

Dear Co-authors,

As mentioned before, our manuscript (CDDIS-23-1052) has been accepted in principle by Cell Death & Disease. We are preparing the very final revision. We changed the author list by adding Yang Luo who contribution in the revisions. Please check below.  
The current author list is — Chenxi Ju<sup>1,7</sup>, Mingxia Zhou<sup>2,7</sup>, Dan Du<sup>1,7</sup>, Chang Wang<sup>1</sup>, Jieqiong Yao<sup>3</sup>, Hongle Li<sup>4</sup>, Yang Luo<sup>1,5\*</sup>, Fucheng He<sup>1\*</sup>, Jing He<sup>6\*</sup>

If you agree to the authorship arrangement, please confirm the change of the authorship by replying this email with "Yes, I agree to the author list being changed".

Thank you very much.

Fucheng He

Mingxia Zhou

Re: Confirmation of changes in Authorship

精简信息

时 间: 2023年08月16日 23:10:45 (星期三)

Yes, I agree to the author list being changed.

----- Replied Message -----

Dan Du

Re: Confirmation of changes in Authorship

精简信息

时 间: 2023年08月16日 23:10:06 (星期三)

Yes, I agree to the author list being changed.

Chang Wang

Re: Confirmation of changes in Authorship

精简信息

时 间: 2023年08月17日 00:07:35 (星期四)

Yes, I agree to the author list being changed.

Jieqiong Yao

Re: Confirmation of changes in Authorship

精简信息

时 间: 2023年08月16日 23:08:45 (星期三)

Yes, I agree to the author list being changed.

## Hongle Li

回复: Confirmation of changes in Authorship

✉

📧

📧

精简信息

发件人:

时 间:

2023年08月17日 07:43:30 (星期四)

收件人:

Yes, I agree to the author list being changed.

## Yang Luo

Re: Confirmation of changes in Authorship

✉

📧

📧

精简信息

发件人:

时 间:

2023年08月16日 23:27:44 (星期三)

收件人:

Yes, thanks.  
Yang

## Fucheng He

Re: Confirmation of changes in Authorship

✉

📧

📧

精简信息

发件人:

时 间:

2023年08月16日 23:16:04 (星期二)

收件人:

Yes, I agree to the author list being changed.

## Jing He

Re:Confirmation of changes in Authorship

✉

📧

📧

精简信息

发件人:

时 间:

2023年08月16日 23:08:05 (星期二)

收件人:

Yes, I agree to the author list being changed.

# Supplementary material for: EIF4A3-mediated circ_0042881 activates the RAS pathway via miR-217/SOS1 axis to facilitate breast cancer progression
**Source:** Cell Death Dis. 2023 Aug 25;14(8):559. doi: 10.1038/s41419-023-06085-4
**Supplement:** Supplementary file 4 — Original western blots

**Fig.5H AKT**

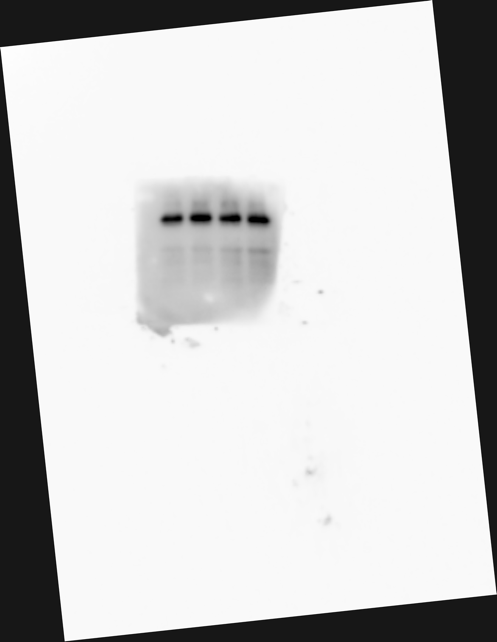

**Fig.5H ERK**

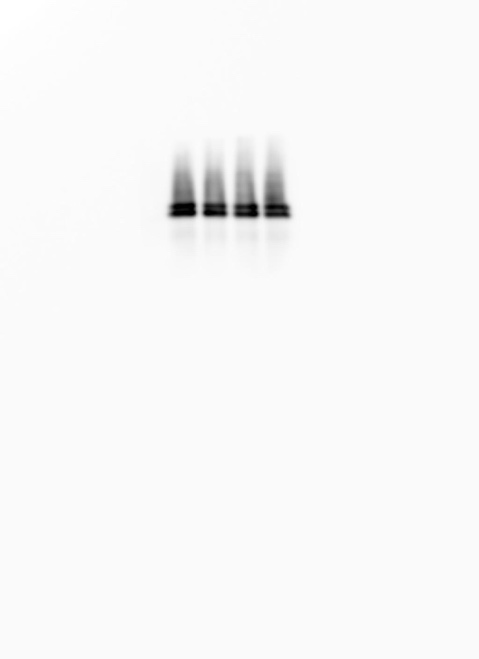

**Fig.5H p-ERK**

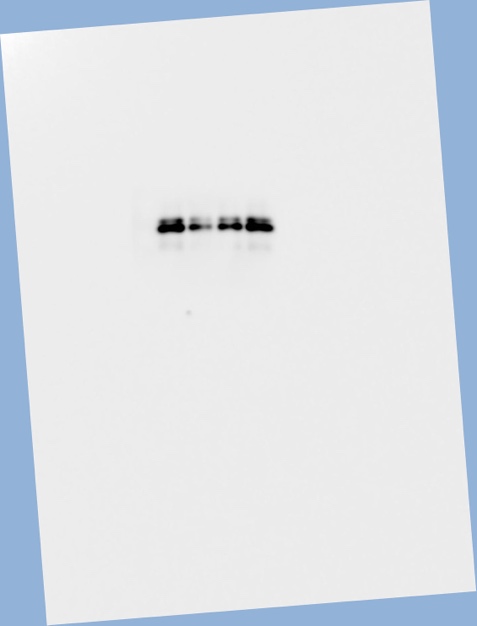

**Fig.5H p-AKT**

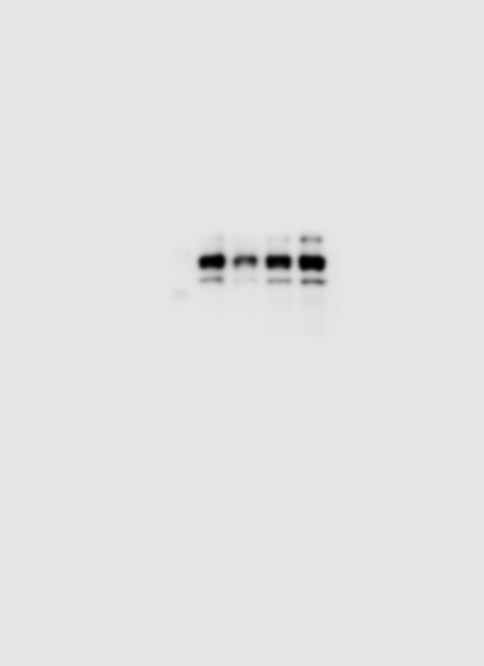

**Fig.5H SOS1**

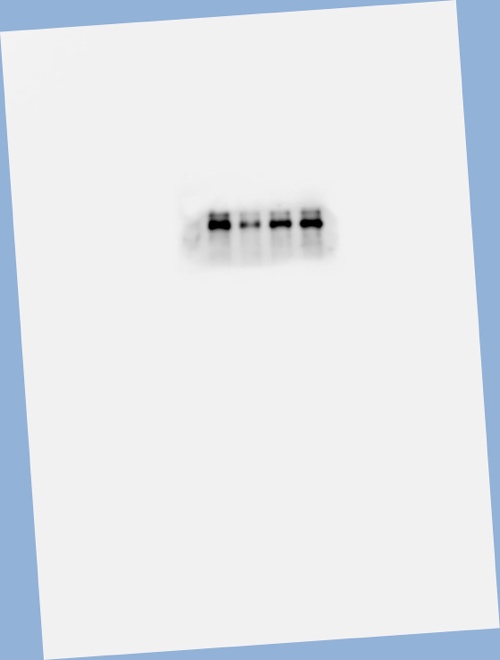

**Fig.5H β-Actin**

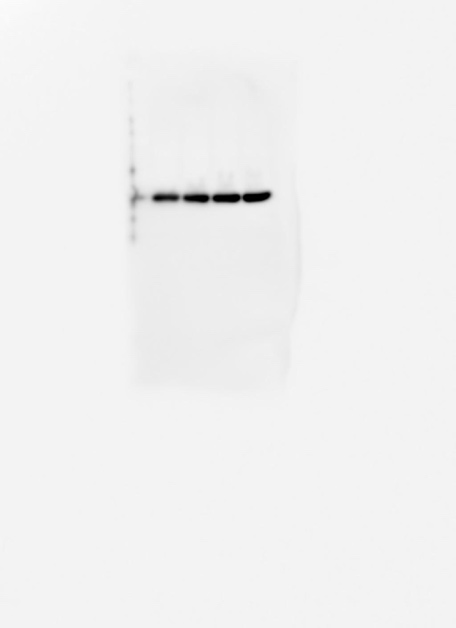

**Fig.5I AKT**

**
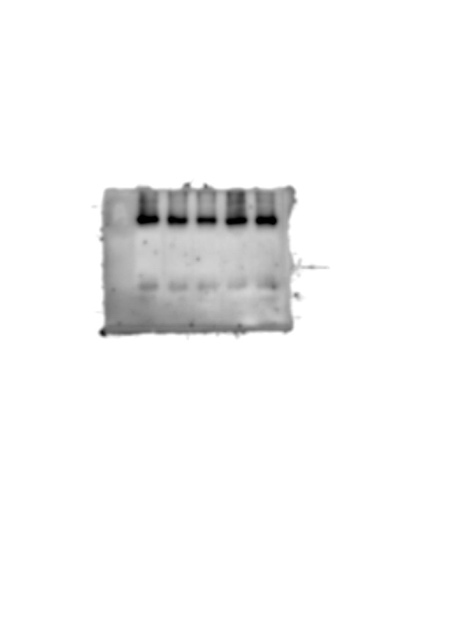
**

**Fig.5I ERK**

**
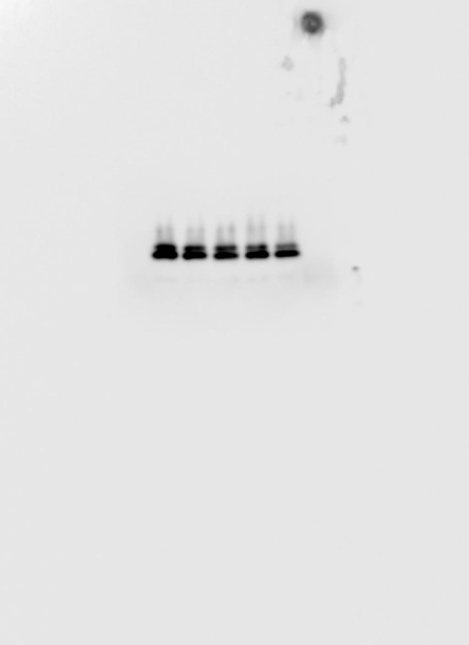
**

**Fig.5I p-AKT**

**
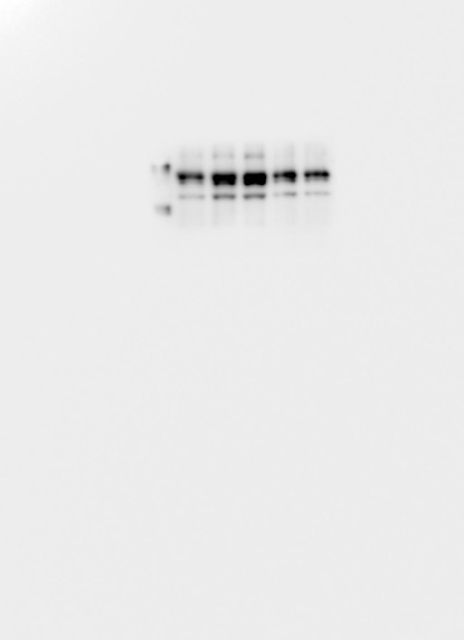
**

**Fig.5I p-ERK**

**
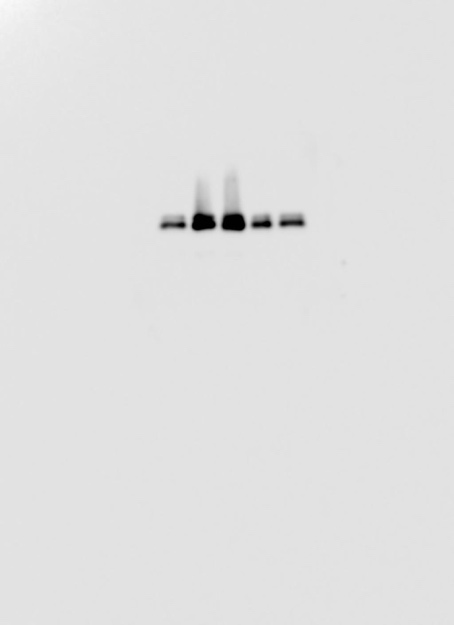
**

**Fig.5I SOS1**

**
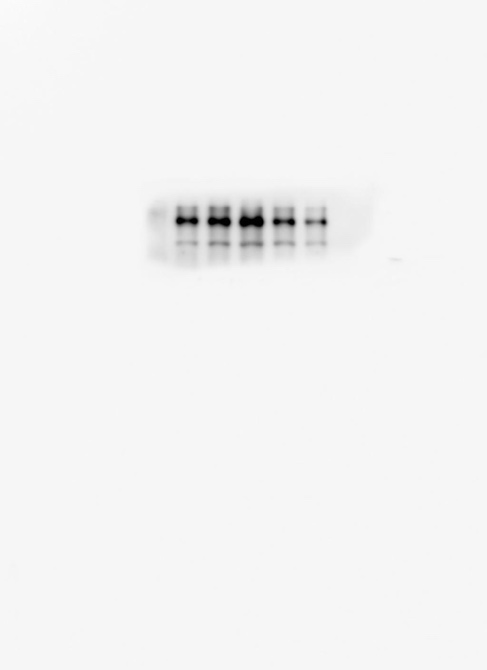
**

**Fig.5I β-Actin**

**
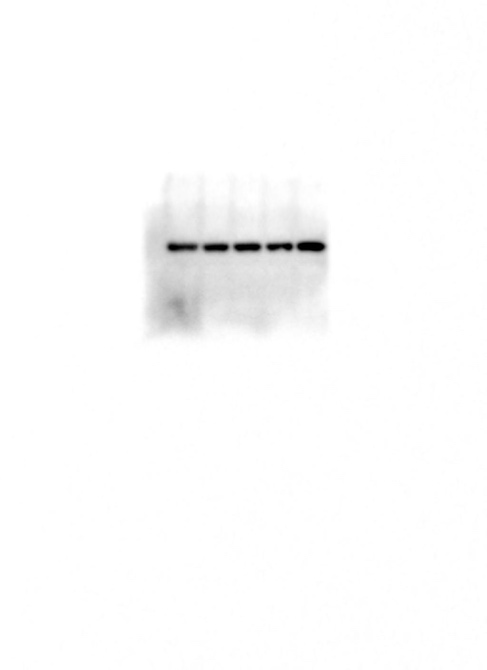
**

**Fig.7C β-Actin**

**
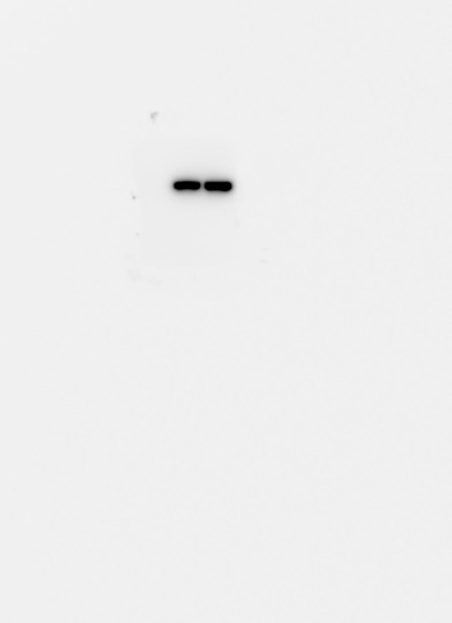
**

**Fig.7C EIF4A3**

**
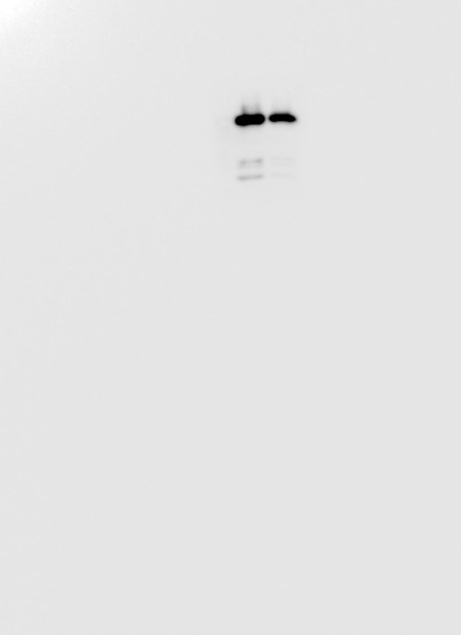
**

**Fig.8E AKT**

**
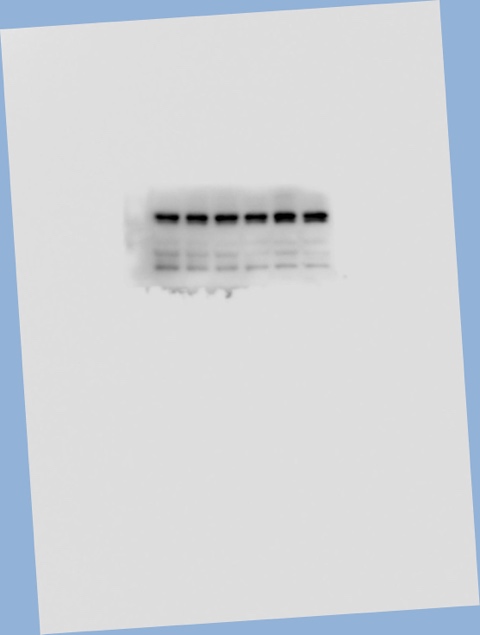
**

**Fig.8E ERK**

**
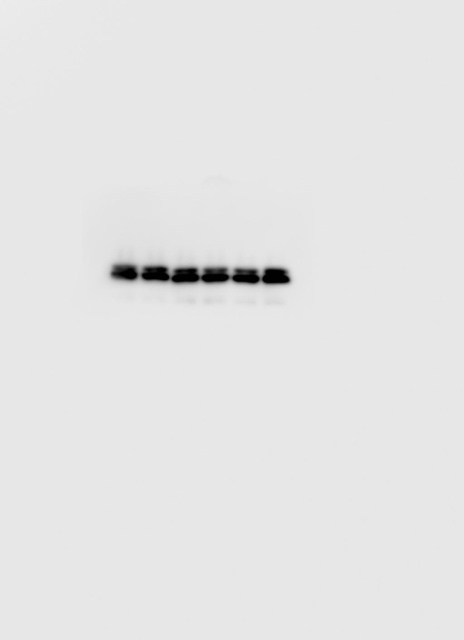
**

**Fig.8E p-AKT**

**
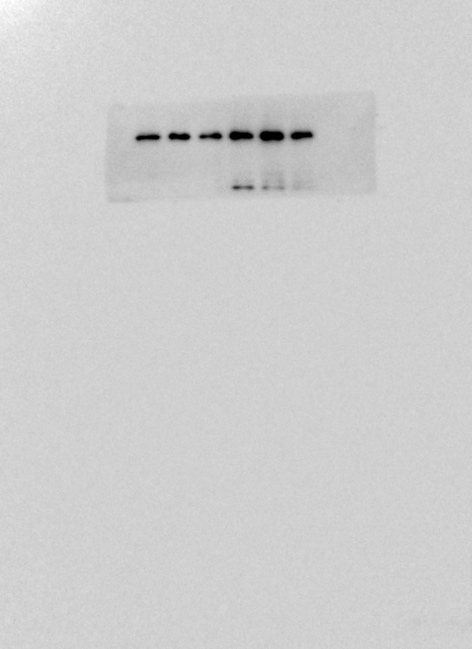
**

**Fig.8E p-ERK**

**
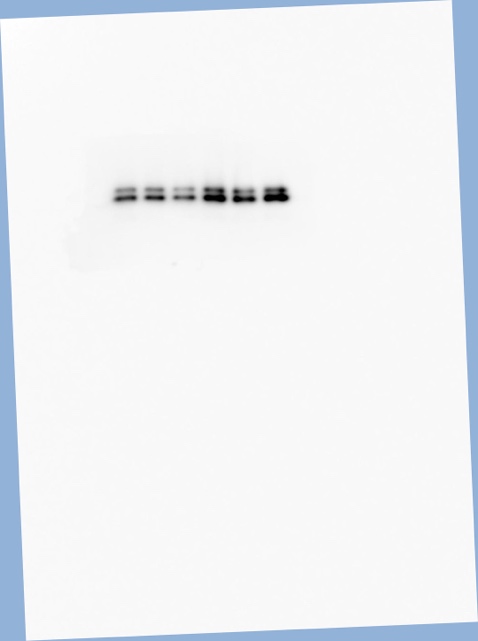
**

**Fig.8E SOS1**

**
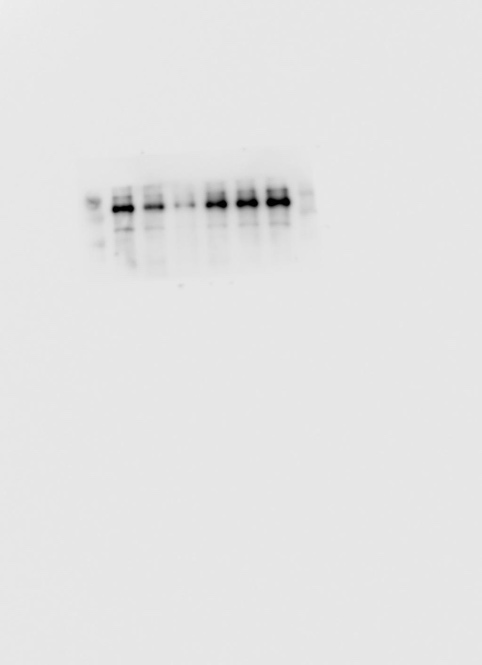
**

**Fig.8E β-Actin**

**
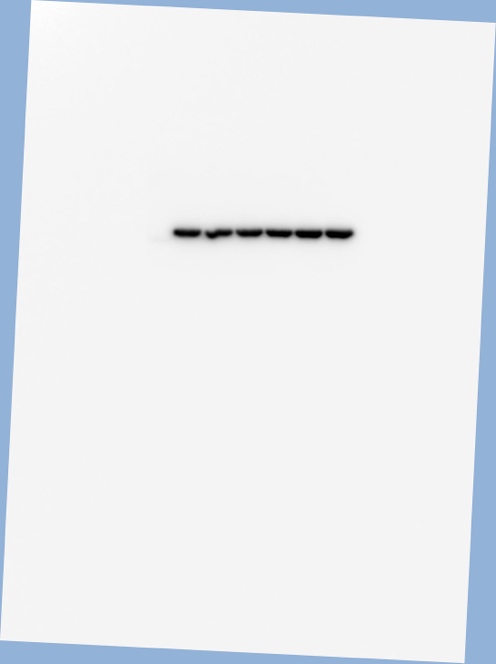
**

How the deposited data were processed for this re-analysis (not part of the article)

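RNA-seq was measured in 4 libraries labelled as the breast cancer cell line MDA-MB-231, 2 transfected with mimic NC and 2 transfected with miR-217 mimic. Groups and replicate numbers were taken from the sample labels, and each column of the table was matched to its sample by name. The authors deposited one table of RPKM values, with the symbol, exon coordinates, strand and summed exon length of 32955 genes. The labels state TRIzol extraction and a stranded mRNA library kit. The aligner, the counting program, the genome build and the annotation are not stated in the paper's text or the labels, and the supplementary methods were not used here. The layout of the columns is that of featureCounts, and of the 23016 gene names also found in GENCODE 29 on GRCh38, 98.4% overlapped the gene of that name there. Every gene in the table had a read in at least 1 library, and so genes without reads had been left out.

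The RPKM values the authors deposited were scaled by the sum of reads over the listed genes and by gene length, with no other scaling between libraries. Multiplied by gene length, they summed to 1000000 in each library, and 100% of the nonzero values were whole multiples of the worth of 1 read. The recovered totals were 57933183 and 47374957 reads for mimic NC replicates 1 and 2, and 53356283 and 32635814 for miR-217 mimic replicates 1 and 2. The smallest library was thus the second miR-217 mimic library, and values of low genes are least precise there. The 10 genes with most reads took 5.00% to 6.45% of a library, and mitochondrial genes took 3.56% to 4.78%.

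The values were tested on the log2(RPKM + 1) scale with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a trend of the variance on the mean), without a replicate term, for the 13871 genes with a mean RPKM of at least 1. Tests were two-sided. Genes were counted at an unadjusted p under 0.05 and a log2 fold change of at least 0.32 in either direction, close to the lines drawn in Fig. 5A, and at a Benjamini-Hochberg adjusted p under 0.05. Gene lists were tested with limma's camera (preset correlation 0.01), which sets a list against other genes, and with fry, which does not. The RAS pathway list and the ERK output list were written by hand before the data were examined. An ATF4 target list, an immediate-early list and a hypoxia list were written after the replicate numbers and the mimic had been compared but before the values of their genes were looked up. For AFDN, the older symbol in the table was used. Sites for miR-217 were located in the longest 3'UTR of each protein-coding gene in GENCODE 29. The effect of each heptamer on the log2 fold change was estimated over 9909 genes with the log2 of the 3'UTR length as a covariate, for the 16150 heptamers present in at least 50 genes.

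The text names the 5 candidates of Fig. 5B, NF1, EIF4A3, the 3 earlier miR-217 targets that the paper's discussion names, the 3 largest rises and the 3 largest falls among genes past both lines whose libraries did not overlap between the groups, and members of the RAS pathway or ERK output list with an unadjusted p under 0.05. This rule, the tests and most alternatives were fixed before the data were examined. The alternatives were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, median centring, no moderation of the variance, a replicate block, the linear scale (for the counts of genes past both lines and for SOS1), other thresholds, and leaving out each library in turn. The alternatives chosen after seeing the data were limma voom on the recovered reads, the same with a replicate block, fry with a replicate block, the seed site set without the genes the paper names, the linear scale for the other 4 candidates and for the count at an adjusted p, and a filter of at least 50 recovered reads on average.

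The fits were tested on simulated counts drawn for the same genes and library sizes, in which 200 genes were changed 2-fold. Of the 194 changed genes that passed the filter, the fit on log2(RPKM + 1) recovered 98.5% at an adjusted p under 0.05 among 13855 genes, and it also called 24 of the 13166 unchanged genes. With the replicate block 100% were recovered and 85 unchanged genes were called, and 5.84% of the unchanged genes had an unadjusted p under 0.05, compared with 5.01% without the block. The simulated libraries had a dispersion of 0.01 and no difference between replicate numbers. The changes were understated at a median of 0.86 and -0.84 instead of 1 and -1, as the pseudocount implies. A simulated set of 495 genes lowered by 0.1 gave a camera p of 2.15e-06, and 500 unchanged genes gave 0.994. For 20 simulated heptamer effects over 9909 genes, all 20 were ranked among the 5 lowest. Plots and overlaps of exons were made with matplotlib 3.10.9, bedtools 2.31.1 and Python 3.11.15. Luciferase, RT-qPCR, western blot, tissue and animal data of the paper were not analysed here.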

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

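The test of other heptamers, the test within replicate numbers and the test of other splits of the libraries were chosen after the difference had been seen.

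Genes with a miR-217 seed site in the 3'UTR, which the paper does not report on as a set, lay lower with miR-217 mimic than genes without a site, by -0.024 in the median log2 fold change (1440 against 7761 genes). Of the genes with a site, 10 are named in the paper, SOS1 among them, and without all genes the paper names the difference was -0.022 (1430 genes with a site, an alternative chosen after seeing the data). The size is small, and the adjusted p of limma's camera over the 3 gene sets was 0.0604, which is not under 0.05. It was under 0.05 in 6 of 12 alternatives, 4 of them among the 8 set before the data were examined, and went from 0.000317 with the 8-base site to 0.227 without a filter. With the length of the 3'UTR taken into account, ATGCAGT had the 6th lowest of 16150 heptamer statistics (effect divided by its standard error), TGCAGTA (bases 2 to 7 and an A) the 2nd lowest, and GCAGTAT, which shares 6 bases with TGCAGTA, the lowest. The heptamers ranked between TGCAGTA and ATGCAGT, TTGGGGG, CCCCCTC and TTATATA, are not miR-217 sites. Within replicate number 1 ATGCAGT ranked 5 from the lowest, and within number 2 it ranked 76. If the composition of long 3'UTRs were the cause, many heptamers with the same bases would have a statistic as low, but among the 630 heptamers with the bases of ATGCAGT it ranked 3 from the lowest. A difference between the replicate numbers that is equal in both groups cancels in a comparison within one number. The median difference was -0.023 within number 1 and -0.030 within number 2 (statistics of ATGCAGT -4.62 and -3.00), which argues against such an equal difference as the cause. On the first principal component mimic NC and miR-217 mimic lay at -19.7 and -17.3 in number 1, and at 12.2 and 24.8 in number 2. An unequal difference along this component is thus not removed within a number. Of the 3 splits of the 4 libraries into 2 against 2, however, 2 gave a median difference as large in size, the real split and the split of number 2 against number 1 (0.029), while the crossed split gave 0.0035. With the length of the 3'UTR taken into account, these other splits gave ATGCAGT statistics of 0.105 and 0.439, compared with -4.32 for the real split, and TGCAGTA statistics of -0.24 and 2.60, compared with -5.36. With 3 splits no share under 0.05 can be had, and so a chance difference between libraries stays open. A modest repression of genes with a seed site by the mimic stays open beside it as a hypothesis. Whether the sites act through binding was not tested.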

How the results depend on the processing

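The count of genes at an adjusted p under 0.05 was 0 in the reported fit, which had 165 genes at an unadjusted p under 0.05, and also 0 under every alternative but 1. The exception was limma voom on recovered reads with the replicate block, chosen after seeing the data, with 1 gene (NDRG1, log2 fold change -1.23, adjusted p = 0.0408 from limma; named after its values were seen). In simulated data of the same size nearly all genes changed 2-fold were recovered, but these were genes with many reads, at a dispersion of 0.01. The recovery of smaller changes in single genes, such as those of the candidates, was not tested. Whether the group size accounts for the low count thus stays open. The simulated libraries also had no difference between replicate numbers.

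The counts of genes past both lines, 66 higher and 92 lower, stayed within 1.5 times under a pseudocount of 0.1, median centring and the p threshold alone. Without a filter they were 152 and 159, with a mean RPKM of at least 5 they were 19 and 28, and at 1.5-fold they were 30 and 22; these settings test more or fewer genes or ask for a larger change. Without moderation of the variance they were 24 and 38, and on linear RPKM without moderation 51 and 56. Of the alternatives chosen after seeing the data, limma voom on recovered reads gave 26 and 54, sharing 64 genes with the 158 of the reported fit, and a mean of at least 50 reads gave 37 and 65. Except where stated, the cause was not tested. The share of higher genes was 41.8% in the reported fit and 53.3% with median centring.

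The replicate numbers have no stated meaning in the labels or the paper's text, and the libraries share only a number. The difference between the replicates of mimic NC and that between the replicates of miR-217 mimic had a correlation of 0.68 across genes, which are not independent replicates. With the replicate block the counts were 174 and 302, with all 158 genes of the reported fit among them, and 152 and 338 with voom on recovered reads. The share of genes with an unadjusted p under 0.05 was 7.54% with the block and 1.19% without it, compared with 5% by chance and with 5.84% of unchanged genes in simulated data fitted with the block. A shift shared by libraries of one number may thus be why fewer genes than chance gives fell under 0.05 in the reported fit; this test was chosen after the counts had been seen. All 5 candidates passed both lines with the block, at unadjusted limma p-values of 0.00121 (INSIG2) to 0.0331 (ICK), and all 5 had a p under 0.05 adjusted over the list alone, while an exact permutation test cannot go below 0.333. The study chose these 5 genes on the same samples, and so this is not independent evidence. Of the genes of the RAS and ERK lists, SOS1 and PIK3CA (RAS) and SPRY2 (ERK) had an unadjusted p under 0.05 with the block, and 0 of them had one adjusted over the list alone. Of the 12 genes of the hypoxia list, 6 had an unadjusted p under 0.05 with the block, compared with 1 without it, and 5 had one adjusted over the list alone, compared with 0 without it. For this list as a set (median -0.19), fry went from a p of 0.318 to 0.0319 with the block and camera with the preset correlation from 5.59e-05 to 8.49e-05, while an exact permutation test cannot go below 0.333.

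The log2 fold change of SOS1 was negative under all alternatives, from -0.39 to -0.31 among those with a p-value and from -0.43 to -0.24 across the 4 fits that each left out one library. Its unadjusted limma p was 0.0526 in the reported fit. An exact permutation test cannot go below 0.333 under any setting, but the limma p went under 0.05 without a filter (-0.34, p = 0.0484), with the replicate block (-0.34, p = 0.0101), with voom (-0.39, p = 0.0414), and with voom and the block (-0.38, p = 0.00116). It was highest, at 0.0922, without moderation of the variance. The other 4 candidates also stayed negative. Their calls changed in 12 of 36 comparisons, each time to a p under 0.05. UBL3 went to -0.22 without miR-217 mimic replicate 2 and to -0.53 without miR-217 mimic replicate 1.

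The RAS pathway list stayed above an adjusted p of 0.05 in every test, and above an unadjusted one in all but fry with the replicate block (median -0.014, adjusted p = 0.102 from limma) and fry with voom and the block (adjusted p = 0.0623), both chosen after seeing the data. Its median of -0.014 changed sign to 0.012 with median centring, and it went from -0.035 to 0.020 across the 4 fits that each left out one library, with 0.020 found without miR-217 mimic replicate 2. The ERK output list had a median of 0.13, and its camera p was under 0.05 with the replicate block (median 0.13, adjusted p = 0.0294 from limma) and with voom and the block (median 0.15, adjusted p = 0.00692) but under no other setting. In fry with the block it was not (adjusted p = 0.364). Its median went from -0.25 to 0.58 when each library was left out in turn, which leaves the replicate numbers unequal between the groups. The difference for genes with a seed site was -0.024 and stayed under an unadjusted p of 0.05 in camera with the preset correlation under all settings except without a filter (-0.0072), where genes with a mean RPKM under 1 enter. With the replicate block and the correlation estimated from the 1 residual degree of freedom this leaves, its adjusted p = 0.626 from limma. In fry the unadjusted p was under 0.05 in the reported fit (adjusted p = 0.0540 from limma) but not with the replicate block (-0.024, adjusted p = 0.144). After adjustment over the 3 sets, camera passed 0.05 with a mean RPKM of at least 5, with the 8-base site, with the 3'UTR of the longest coding transcript, with the replicate block and with voom with and without it, and fry passed it with the 3'UTR of the longest coding transcript and with voom. Since fry does not set genes against others, centring each library on its median moved its adjusted p to 0.872. The difference went from -0.041 to -0.015 across the 4 fits that each left out one library, with -0.041 found without miR-217 mimic replicate 2.

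The planned quasi-likelihood count test on recovered reads was not run, and limma voom on these reads was run instead. Counts of calls have no value with an arm of 1 library, and UBL3, SPOPL, ICK and INSIG2 have none with a mean RPKM of at least 5. The depth limits the calls on low genes, and the genes past both lines had a median of 51 reads per library.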

Differences from the paper's values

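The paper reports 43 downregulated genes, and the fit reported here gave 92. Of the alternatives set before the data were examined, the counts without moderation of the variance (38) and on linear RPKM without moderation (56) were within 1.5 times the paper's value. Those with a pseudocount of 0.1 (97), without a filter (159), with a mean RPKM of at least 5 (28), with median centring (77), with the replicate block (302), at the p threshold alone (98) and at 1.5-fold (22) were not. Limma voom on recovered reads, chosen after seeing the values, gave 54. For the upregulated genes, the paper's 45 and the 66 found here differ by less than 1.5 times. The counts on linear RPKM without moderation (51), at the p threshold alone (67) and at 1.5-fold (30) were also within 1.5 times the paper's value. Those with a pseudocount of 0.1 (72), without a filter (152), with a mean RPKM of at least 5 (19), with median centring (88), without moderation of the variance (24) and with the replicate block (174) were not. For these genes limma voom on recovered reads, chosen after seeing the values, gave 26. Of the alternatives set before the data were examined, only linear RPKM without moderation was thus within 1.5 times for both counts.

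The paper's log2 fold change of SOS1 is about -0.38 in Fig. 5A, read by eye, and the value found here was -0.38 as a log2 ratio of mean RPKM and -0.34 on the log2(RPKM + 1) scale.

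The paper counts SOS1, UBL3, SPOPL, ICK and INSIG2 among its downregulated genes. In the fit reported here INSIG2 passed both lines and the other 4 had unadjusted limma p-values of 0.0524 to 0.0596, while an exact permutation test cannot go below 0.333. SOS1 passed both lines without a filter, with the replicate block and with voom. SPOPL passed them without moderation of the variance, on linear RPKM without moderation, with the replicate block, with voom and with a mean of at least 50 reads. ICK passed them with the replicate block, with voom and with a mean of at least 50 reads, and UBL3 passed them with the replicate block. All 5 also passed them with voom and the replicate block together. The settings with voom and with at least 50 reads, and the linear scale for SPOPL, were chosen after seeing the values. The paper states that targets of miR-217 are associated with RAS signaling. The hand-written RAS pathway list had a median log2 fold change of -0.014 and did not differ from other genes (limma's camera, adjusted p = 0.837 over 3 gene sets). That test asks whether the list moved as a whole, which is not the paper's question of whether target genes belong to the pathway. Of the 59 genes of the list, 9 held ATGCAGT, and whether this share is raised was not tested.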

Other observations

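The tests of GC content and length and of strand were chosen only after the results had been seen. The lists of ATF4 targets, immediate-early genes and hypoxia genes, the thinning of reads and the test of short genes were set before their values were computed.

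The libraries numbered 2 differed from those numbered 1 in both transfections. The first principal component, with 71.3% of the variance, separated the numbers. FOS was at 42.4 and 37.1 RPKM in the libraries numbered 1 (mimic NC and miR-217 mimic) and at 0.548 and 0.643 in those numbered 2. STC2 was at 6.11 and 5.95 RPKM in number 1 and at 52.4 and 52.3 in number 2. Both genes were chosen after their values were seen. Read depth was argued against as the cause, since with all libraries thinned to the smallest total the correlation of the 2 replicate differences across genes was still 0.64. Trends with GC content and length held at most 1.51% of the variance of either replicate difference, over the 82.0% of tested genes with a GC value, and the correlation over these genes was 0.72 both before and after they were removed. A held-out list of ATF4 targets had a median difference of 0.71 between number 2 and number 1 over 14 genes, with 11 of them higher, above all of 10000 random lists matched on expression. A held-out immediate-early list of 11 genes had a median of -0.35, at percentile 0.05 of such lists, with 4 of 11 genes higher. A candidate explanation is that cultures numbered 2 were in another nutrient or growth state, with a stronger amino acid response and weaker immediate-early transcription. What the number marks is not stated, and a difference in handling between days or batches stays open beside it. The design names no biological difference between the numbers.

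NDRG1 (16.9 and 9.42 RPKM with mimic NC, 8.43 and 3.23 with miR-217 mimic) and BNIP3L (7.35 and 7.20, then 4.81 and 4.19) were lower with miR-217 mimic within both numbers, and were named after their values were seen. NDRG1 had a log2 fold change of -1.11 (standard error 0.47) and BNIP3L one of -0.59 (standard error 0.12), with adjusted limma p-values of 1.00. The 3'UTR of NDRG1 holds neither ATGCAGT nor TGCAGTA, and that of BNIP3L holds TGCAGTA but not ATGCAGT. A held-out hypoxia list of 12 tested genes had a median log2 fold change of -0.19, with 11 of 12 genes lower, compared with -0.017 for other genes. In the fit without a replicate term, 1 of the 12 had an unadjusted limma p under 0.05 (SLC2A1, log2 fold change -0.44, named after its values were seen) and 0 had one adjusted over the list alone. In limma's camera test with the preset correlation the difference passed 0.05 (unadjusted p of 5.59e-05), but without a replicate term it did not hold in fry (p of 0.318) or in camera with the estimated correlation of 0.25 between its genes (p of 0.160), and an exact permutation test of 2 libraries against 2 cannot go below 0.333. The call of fry and those of single genes changed once the replicate number entered the fit. Within number 1 the median was -0.21 and within number 2 it was -0.24, and 3 of the 12 genes hold ATGCAGT. A weaker hypoxia response with the mimic may underlie these falls, but the list also differed between the numbers (median -0.19), and a difference in oxygen or density between cultures stays open. The effect of miR-217 on this response was not tested.

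Genes shorter than 200 bases made up 36.7% of the genes past both lines and 3.47% of the genes tested. Among genes with a mean of at least 50 recovered reads the share was 5.88% (6 of 102 genes), compared with 0.720% of the genes tested. The excess of short genes was thus 10.6-fold among all genes tested and 8.17-fold among those with a mean of at least 50 reads (Fisher's exact test, two-sided, p = 9.32e-05, across genes, which are not independent replicates). The filter cannot exclude low read numbers as the cause. The fit takes its trend of the variance from RPKM, and a short gene holds fewer reads than a long gene of equal RPKM. No other explanation was tested.

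The library kit is stated to be stranded, but genes on the other strand of an expressed gene had many reads. Genes that lie wholly within the exons of another gene with a mean RPKM of at least 10 were counted. On the other strand 96 of 101 had at least 20 reads over the 4 libraries, compared with 80 of 88 on the same strand. Genes without reads had been left out by the authors, and so both shares cover only genes known to have reads. MT-ND6, the mitochondrial protein gene on the minus strand, had a mean of 2605 RPKM, compared with a median of 2634 RPKM for the 12 on the plus strand. Reads may thus have been counted without regard to strand, and values of antisense and nested genes are uncertain. How the counting program was set is not stated in the paper's text.

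Other genes the paper names did not differ between the groups at an adjusted p under 0.05, a line that no gene passed in the reported fit. EIF4A3 was at 22.4 ± 2.12 RPKM (SD, n = 2) with mimic NC and 22.8 ± 0.983 with miR-217 mimic. NF1 was at 1.04 ± 0.0218 and 0.963 ± 0.0589 RPKM; linear and circular NF1 transcripts are not told apart in these values. Of the earlier miR-217 targets in the paper's discussion, KLF5 had a log2 fold change of -0.22 (standard error 0.12), YWHAG one of -0.18 (standard error 0.13) and DKK1 one of -0.041 (standard error 0.23), with adjusted limma p-values of 1.00. KLF5 and YWHAG, but not DKK1, were lower in both miR-217 mimic libraries than in both mimic NC libraries. With the replicate block their unadjusted limma p-values were 0.0422 for KLF5, 0.0775 for YWHAG and 0.650 for DKK1, while an exact permutation test cannot go below 0.333. KLF5 and YWHAG hold ATGCAGT at 2 places each in the 3'UTR and DKK1 at 1 place.

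The SOS1 3'UTR site drawn in Fig. 5E is the one at bases 125 to 132 after the stop codon. The second site at bases 3376 to 3383 is not mentioned in the paper's text, and whether it is in use was not tested.

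The libraries are labelled as MDA-MB-231, and the levels of some genes raise a doubt about this label. The line is generally described as mesenchymal, with high VIM, CD44 and LGALS1 and with the CDKN2A gene deleted. Here CDKN2A had a mean of 12.0 RPKM over the 4 libraries, with 10.5 RPKM in the lowest library. VIM had a mean of 34.3 RPKM, above 89.3% of the genes tested, CD44 one of 17.8 RPKM and LGALS1 one of 17.3 RPKM, while FOLR1 (438 RPKM) and KRT7 (283 RPKM), epithelial genes, were above 99.4% and 98.9% of the genes tested. These genes were named after their values were seen. The description of the line is general knowledge and not from these data, no other library of the line was used here, and the identity of the cells was not tested.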
